# Identification of downstream effectors of retinoic acid specifying the zebrafish pancreas by integrative genomics

**DOI:** 10.1038/s41598-021-02039-y

**Published:** 2021-11-22

**Authors:** Ana R. López-Pérez, Piotr J. Balwierz, Boris Lenhard, Ferenc Muller, Fiona C. Wardle, Isabelle Manfroid, Marianne L. Voz, Bernard Peers

**Keywords:** Computational biology and bioinformatics, Developmental biology, Evolution, Molecular biology

## Abstract

Retinoic acid (RA) is a key signal for the specification of the pancreas. Still, the gene regulatory cascade triggered by RA in the endoderm remains poorly characterized. In this study, we investigated this regulatory network in zebrafish by combining RNA-seq, RAR ChIP-seq and ATAC-seq assays. By analysing the effect of RA and of the RA receptor (RAR) inverse-agonist BMS493 on the transcriptome and on the chromatin accessibility of endodermal cells, we identified a large set of genes and regulatory regions regulated by RA signalling. RAR ChIP-seq further defined the direct RAR target genes in zebrafish, including *hox* genes as well as several pancreatic regulators like *mnx1*, *insm1b*, *hnf1ba* and *gata6*. Comparison of zebrafish and murine RAR ChIP-seq data highlighted the conserved direct target genes and revealed that some RAR sites are under strong evolutionary constraints. Among them, a novel highly conserved RAR-induced enhancer was identified downstream of the *HoxB* locus and driving expression in the nervous system and in the gut in a RA-dependent manner. Finally, ATAC-seq data unveiled the role of the RAR-direct targets Hnf1ba and Gata6 in opening chromatin at many regulatory loci upon RA treatment.

## Introduction

Retinoic acid (RA) is essential for the development of vertebrate embryos. This small lipophilic molecule controls the formation of many organs and tissues and is crucial for the anteroposterior (AP) patterning of the hindbrain and endoderm^1–3^. During gastrulation and early somitogenesis, RA forms a two-tailed gradient with highest levels in the mid-trunk region and progressive lower levels at the anterior and posterior regions of the embryo^4^. This gradient regionalizes the endoderm along the AP axis and specifies distinct organs at the appropriate location^5, 6^. RA is notably required for the specification of the pancreatic field in several animal models like zebrafish, xenopus, chick and mice^7–12^ and protocols for generating pancreatic cells in vitro from embryonic stem cells include a RA incubation step of endodermal cells^13^. Experiments in zebrafish have shown that, when RA signalling is blocked pharmacologically by incubating embryos with the pan-RAR inverse-agonist BMS493, no pancreas develops; conversely, when embryos are incubated with exogenous RA, ectopic pancreatic cells are generated in the anterior endoderm. Such treatments performed at different stages revealed that RA instructs endoderm to form pancreas during late gastrulation (from about 8 to 12 h post-fertilization, hpf)^7^. Cell transplantation studies have also shown that RA, synthesized in the anterior paraxial mesoderm, acts directly on the mid-trunk endoderm to promote pancreas development^14^. Although several regulatory genes have been identified as important downstream targets of RA, such as *Hox* or *Hnf1b* genes^8, 15–18^, the regulatory network triggered by RA in endoderm during gastrulation is still unclear. Many transcriptomic studies have identified RA-regulated genes in murine, xenopus or zebrafish embryos^19–25^; however these reports were often done on whole embryos and not done specifically on endodermal tissues. Still two studies performed on xenopus endoderm have nevertheless reported the involvement of Ndrg1, Fzd4 and Hnf1b genes as crucial mediators of RA signalling for pancreas development^18, 26^; however, it is not yet known if the role of these regulatory genes is conserved among vertebrates.

RA levels are tightly controlled in embryos by the balance of its synthesis, controlled mainly by Aldh1a2 (Raldh2), and its degradation catalysed by Cyp26a enzymes^2^. This synthesis/degradation balance is notably regulated by auto-regulatory loops where RA levels control expression of some of its metabolizing enzymes (e.g. *Cyp26a1, Cyp26b1* and *Dhrs3*)^23, 27–29^. RA controls gene expression through binding to the RAR (Retinoic Acid Receptors) which form heterodimers with Retinoid X Receptors (RXR). These RAR/RXR heterodimers bind to DNA regulatory sequences, called “Retinoic Acid Response Elements” (RAREs), located in promoters or enhancers. Genome-wide identification of RAR binding sites has been achieved by ChIP-seq experiments mostly using murine or human cell lines^19, 30–32^. Such studies confirmed that the RAR/RXR heterodimers bind to direct repeats of the RGKTCA motif (R = A/G, K = G/T) usually separated by 5 bases (DR5), but also to repeats of this motif with other spacing and orientations. These data uncovered several thousand RAR/RXR binding sites in the murine and human genomes, some located near RA-induced genes like the *Hox*, *Cyp26a*, or *Rar* genes. However, it is not yet clear if all the identified RAR binding sites have a regulatory function.

In order to decipher the gene regulatory network triggered by RA during gastrulation in zebrafish endodermal cells, we combined RNA-seq, ChIP-seq and ATAC-seq approaches. We identified genes regulated by RA signalling by analysing the transcriptome of endodermal cells isolated from RA- or BMS493-treated embryos. Direct targets of RAR were identified by ChIP-seq assays. Then, ATAC-seq experiments^33^ allowed us to identify chromatin regions whose accessibility is modified upon RA treatment. By integrating all these data, we identify important transcription factors acting downstream RA signalling in endodermal cells and involved in pancreas development. Furthermore, comparison of the RAR sites detected in the zebrafish genome and in the murine genome unveiled RAR target genes which have been maintained during evolution and whose RAR site sequences are well conserved. By this approach, RAR sites with essential function can be identified in vertebrate genomes.

## Results

### Retinoic acid affects the transcriptome of zebrafish endodermal cells

To identify genes regulated by RA in zebrafish endodermal cells, we used the transgenic *Tg*(*sox17:GFP*) line which drives GFP expression in endodermal cells and allows their selection by fluorescence activated cell sorting (FACS). *Tg*(*sox17:GFP*) embryos were treated either with RA, BMS493 (pan-RAR inverse-agonist) or DMSO (control) from 1.25 to 11 hpf, a time window that covers the whole blastula and gastrula periods. Endodermal GFP+ cells were next selected by FACS from embryos at 3-somites (3-S) and 8-somites (8-S) stages (11 hpf and 13 hpf, respectively). Non-endodermal (GFP−) cells were also selected from the DMSO-treated control embryos in order to compare with GFP+ endodermal cells and identify genes displaying endodermal enriched expression. RNA-seq was performed on all these FACS-isolated cells prepared in triplicate (24 samples in total) and transcriptomes were analysed using the bioinformatic pipeline as described in “Materials and methods”. Principal component analysis of all RNA-seq data (Fig. 1A) shows (i) a tight clustering of all triplicate samples confirming a high reproducibility in the experiment, (ii) a strong difference between the transcriptome of endodermal and non-endodermal (NE) cells (discriminated along the first axis of the PCA plot), (iii) relatively similar transcriptomes of cells isolated at 3-S and 8-S stages, and (iv) a clustering of BMS493 samples near DMSO samples indicating a much weaker effect of BMS493 treatments compared to the RA treatments. These conclusions were further confirmed by the differential gene expression analyses between the different conditions. Indeed, more differentially expressed genes were identified between endodermal and non-endodermal cells (1370 and 1410 differentially expressed genes at 3-S and 8-S stages, respectively with a FDR < 0.01) than between endodermal cells treated with RA versus DMSO (756 and 514 RA-regulated genes at 3-S and 8-S stages, respectively with FDR < 0.01) or with BMS493 versus DMSO (32 and 71 BMS493-regulated genes at 3-S and 8-S stages, respectively). We found a large overlap among the sets of genes having an endodermal-enriched expression at 3-S and at 8-S stages (Fig. S1A; list of genes given in Table S1) and these sets include all known endodermal markers including *sox17*, *gata5/6* and *foxa1/2/3*, validating the accurate sorting of endodermal cells. RA-regulated genes consist of a large set of up- and down-regulated genes (Table S2), many of them being regulated at both 3-S and 8-S stages (Fig. S1B). These RA-regulated genes include known RAR-direct targets such as *cyp26b1/a1*, *dhrs3a, nr2f2* and several *hox* genes, validating our protocol and the of RA treatments. Interestingly, BMS493 treatment led mostly to down-regulation of gene expression. Indeed at 3-S stage, the 32 BMS493-regulated genes were all repressed, and, at 8-S stage, 68 genes were repressed while only 3 genes were up-regulated by BMS493 treatment (Tables S3). A large overlap was also observed between the genes down-regulated by BMS493 at 3-S and at 8-S stage (Fig. S1C). As expected, a large proportion of genes down-regulated by BMS493 were up-regulated by RA treatment, this observation being evident mostly at 3-S stage where 72% of genes repressed by the RAR inverse-agonist were induced by RA, while this proportion decreased to 40% at 8-S stage (Fig. 1B,C). Tables 1 and 2 show the genes significantly up-regulated by RA and down-regulated by BMS493 as well as those enriched in the endoderm at 3- and 8-somites stage, respectively (shown in bold). *gata6, insm1a* and *ascl1b* are the only known pancreatic regulatory genes which were regulated by both RA and BMS493 (Table 1). Other pancreatic transcription factors, like *mnx1*, *insm1b*, *hnf1ba*, *nr5a2 o*r *neuroD1*, were induced by the RA-treatment but not significantly repressed by BMS493. Inversely, other pancreatic regulators were inhibited by BMS493 but not significantly induced by RA like *pdx1*, *rfx6* and *myt1b* (Tables S3 and S6). We can assume that the induction of pancreatic fate by RA (and the absence of pancreas upon BMS439 treatment) is mediated, at least in part, by the direct or indirect regulation of these pancreatic regulatory factors. In conclusion, these RNA-seq data highlight all the genes with an enriched expression in zebrafish endodermal cells and which are regulated by RA signalling. This gene set notably includes regulators involved in the AP patterning of the endoderm, such as *hox* genes, and known factors involved in the specification of pancreatic progenitors.

**Figure 1:**
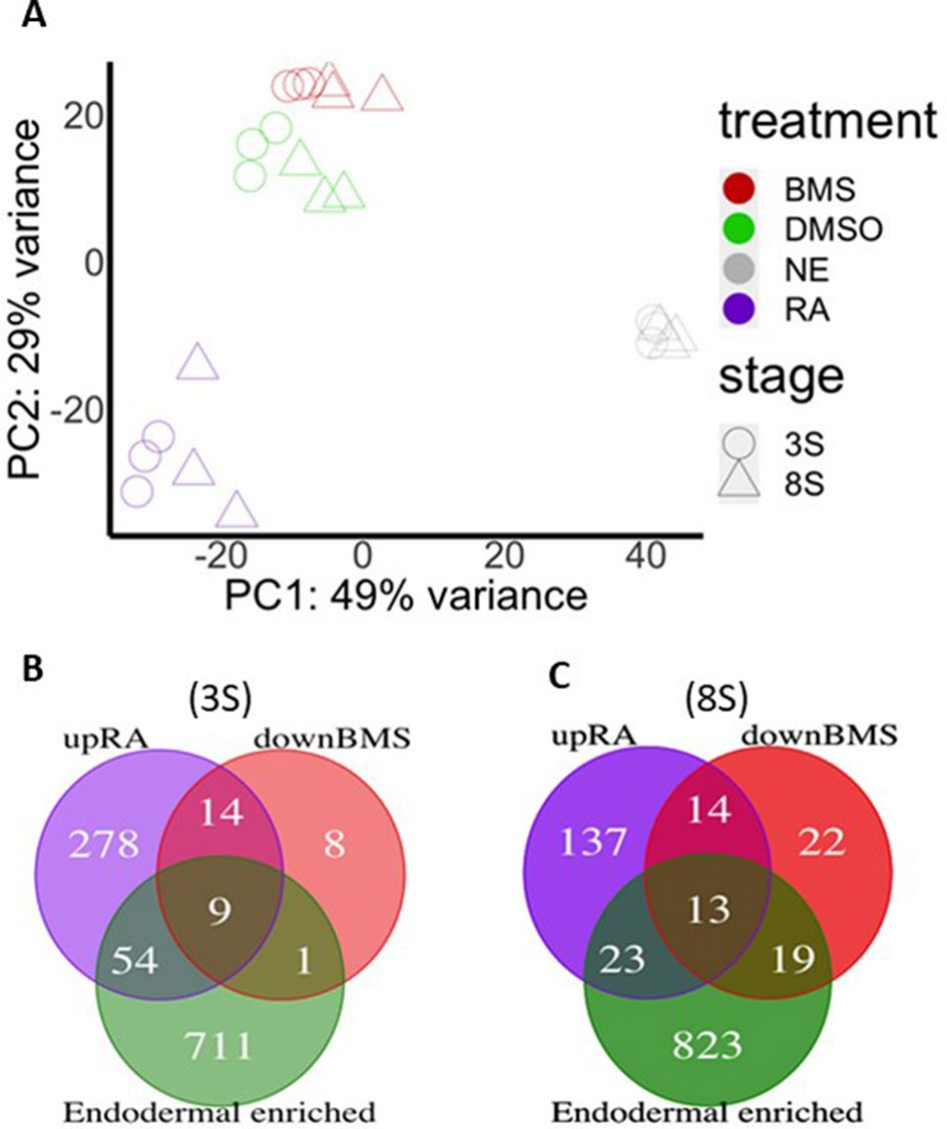
Effect of RA and BMS493 on the transcriptome of endodermal cells. (**A**) Principle component analysis (PCA) of the 24 RNA-seq data obtained on cells isolated at 3-somites stage (circle) and 8-somites stage (triangle). The colors indicate the data for non-endodermal cells (NE) (grey), and endodermal cells treated with RA (purple), BMS493 (red) and DMSO as control (green). The plot shows high reproducibility between triplicates. The strongest transcriptomic differences occur between endodermal and non-endodermal cell (along PC1), then between endodermal cells treated with RA and DMSO (along PC2), while BMS493 treatment has minimal influences. Consistent with the inverse-agonist action of BMS493 and with the agonist action of RA, these samples are located far from each other, the DMSO-samples being located between them. (**B**,**C**) Venn diagram displaying the number of genes up-regulated by RA (purple), down-regulated by BMS493 (red) and endodermal enriched (green) at 3-somites (**B**) and 8-somites stage (**C**).

**Table 1:** List of genes up-regulated by RA and down-regulated by BMS493 at 3-somites stage (with FDR < 0.01).

Gene name	FC (RA vs DMSO)	FDR (RA vs DMSO)	FC (DMSO vs BMS)	FDR (DMSO vs BMS)
**lgals2b**	**16.24**	**1.24E−15**	**5.71**	**1.27E−03**
**SLC22A3**	**13.96**	**3.19E−12**	**31.26**	**1.36E−14**
**foxg1b**	**11.51**	**1.90E−17**	**9.93**	**1.05E−08**
**pcdh10a**	**6.94**	**2.40E−06**	**11.17**	**3.42E−08**
**mxtx1**	**5.57**	**1.81E−07**	**5.43**	**5.80E−05**
**nr2f1a**	**5.26**	**2.21E−08**	**7.83**	**3.61E−11**
**gata6**	**3.78**	**1.08E−03**	**9.62**	**4.21E−09**
**insm1a**	**3.57**	**3.23E−03**	**36.84**	**1.85E−10**
**hoxb1b**	**2.62**	**2.16E−04**	**2.53**	**4.96E−03**
hoxb5b	21.17	2.96E−40	3.91	1.32E−06
nr6a1b	12.67	2.26E−04	38.63	2.89E−03
dhrs3a	11.09	4.78E−08	59.32	8.76E−20
si:dkey-117n7.5	6.88	1.70E−03	154.57	8.30E−05
hoxc1a	6.86	2.25E−10	5.86	1.19E−06
GADD45G	6.09	1.53E−03	21.42	1.73E−06
col7a1l	6.04	8.18E−04	74.87	1.25E−04
ppm1h	5.03	3.56E−04	6.17	1.83E−03
si:dkey-117n7.2	4.81	4.28E−03	66.54	2.28E−03
trabd2b	4.29	5.45E−05	4.17	2.11E−03
ascl1b	3.95	5.22E−03	16.67	1.51E−09
nrip1a	3.93	3.93E−03	6.94	1.15E−03
nr2f5	3.76	6.19E−08	3.66	2.22E−06
tshz1	2.36	3.76E−03	4.03	1.32E−06

The regulation of each gene is shown by the Fold Change expression ratio (FC) and with the False Discovery Rate (FDR) for the RA treatment (column 2 and 3) and for the BMS493 treatment (columns 4 and 5). The genes highlighted in bold are those showing enriched expression in endoderm (FC > 4 and FDR < 0.01).

**Table 2:** List of genes up-regulated by RA and down-regulated by BMS493 at 8-somites stage (with FDR < 0.01).

Gene name	FC (RA vs DMSO)	FDR (RA vs DMSO)	FC (DMSO vs BMS)	FDR (DMSO vs BMS)
hoxb5b*	**12.07**	**1.55E−32**	**6.26**	**7.24E−16**
**slc13a2**	**8.58**	**2.14E−07**	**11.18**	**7.32E−07**
dhrs3a*	**8.13**	**2.40E−18**	**100.51**	**1.57E−56**
**hoxb6b**	**7.46**	**4.15E−10**	**3.40**	**5.40E−03**
**si:ch211-157b11.8**	**7.65**	**1.62E−06**	**5.32**	**3.25E−03**
SLC22A3*	**5.43**	**1.09E−08**	**30.78**	**1.85E−27**
**ezra**	**5.25**	**4.97E−04**	**7.89**	**3.59E−05**
**tmem30c**	**5.15**	**9.33E−05**	**8.01**	**1.85E−05**
**cldn15a**	**4.66**	**7.70E−04**	**10.12**	**1.86E−07**
pcdh10a*	**4.41**	**2.42E−04**	**9.77**	**8.08E−09**
**epb41l4a**	**3.57**	**6.96E−06**	**7.06**	**6.52E−11**
nr2f1a*	**3.53**	**4.28E−05**	**5.98**	**3.93E−09**
**hmga2**	**2.54**	**5.11E−04**	**3.18**	**6.39E−05**
hoxa3a	18.66	9.70E−40	3.41	1.59E−05
skap1	12.49	8.28E−17	5.17	1.66E−04
masp1	9.61	2.19E−10	17.11	2.99E−07
foxg1b*	8.27	1.11E−06	25.02	2.99E−07
si:dkey-172f14.2	8.00	7.40E−08	14.27	1.77E−04
zgc:194209	7.70	1.29E−07	6.84	6.66E−04
cldn2	7.40	2.18E−06	11.58	1.85E−05
si:dkey-25e11.10	5.68	8.30E−06	6.95	1.05E−03
ascl1a	5.61	7.72E−08	11.93	2.35E−07
cldnc	5.19	1.96E−06	10.72	8.81E−12
hoxc1a*	5.00	1.10E−05	5.90	1.09E−05
iqgap2	4.75	1.55E−04	4.80	3.76E−03
zgc:113054	2.90	1.66E−04	3.36	8.39E−05
tshz1*	2.90	1.51E−03	2.93	7.29E−03

The regulation of each gene is shown by the Fold Change expression ratio (FC) and with the False Discovery Rate (FDR) for the RA treatment (column 2 and 3) and for the BMS493 treatment (columns 4 and 5). The genes highlighted in bold are those showing enriched expression in endoderm (FC > 4 and FDR < 0.01). Genes displaying the same regulation at 3 somites (Table 1) are shown by an asterisk.

### Identification of RAR binding sites in the zebrafish genome

To further identify the genes directly regulated by RAR and determine if some pancreatic regulatory genes are direct targets of RA signalling*,* we performed ChIP-seq experiments at the end of gastrulation. In absence of validated commercialized ChIP-grade antibody recognizing zebrafish RAR, we chose to express a tagged RARaa in zebrafish gastrulae by injecting zebrafish fertilized eggs with the mRNA coding for the zebrafish RARaa protein fused to a Myc-tag at its C-terminal end. RARaa was chosen as the RNA-seq data indicated that it is the most highly expressed RA receptor in zebrafish endodermal cells. We injected very small amount of this mRNA (about 30 pg) in order to avoid high non-physiological levels of RARa protein within embryos; the development of embryos were not affected by these injections. Chromatin was prepared at 11.5 hpf (3 somites stage) from about 2000 injected zebrafish embryos and immunoprecipitation was performed with a ChIP-grade Myc antibody. Comparison of reads obtained with the Myc-RAR ChIP and the input negative control led to the identification of 4858 RAR peaks. In order to identify *bona fide* RAR binding sites showing strong affinity, we selected all peaks with a height score above 50 (Table S4). By choosing such criteria, 2848 robust RAR binding sites were identified in the zebrafish genome. As shown in Fig. 2A, a majority of these sites are located near or within genes: 8% were found in promoters (i.e. 1 kb upstream of the gene TSS, Transcription Start Site), 30% in upstream sequences (from 1 to 10 kb), 22% in introns, 4% in exons, and only 33% in intergenic regions. Sequence analysis of all RAR peaks revealed that the highest represented motif corresponds to the Direct Repeat of the RGKTCA motif separated by 5 bases (reported as DR5) and being the RAR/RXR consensus binding sequence (present in 39% of identified RAR peaks) (Fig. 2B)^1^. The next most abundant motifs are also repetitions of the RGKTCA motif with different spacings (TR4 being a Direct Repeat separated by 1 and 2 bases : DR1/DR2) and orientations (Rxra being an Inverted Repeat with no base separation : IR0). Furthermore, many RAR peaks were found near genes reported to be RAR-direct target genes in other species, such as *cyp26a1*, *dhrs3, nr2f2* or the *hoxb1a-hoxb4a* genomic region (Fig. 2C and data not shown). All these observations confirm the accuracy of the ChIP-seq data. Interestingly, many identified zebrafish RAR sites are located in evolutionary conserved genomic sequences as shown by the fish PhastCons track (Fig. 2C and see below).

**Figure 2:**
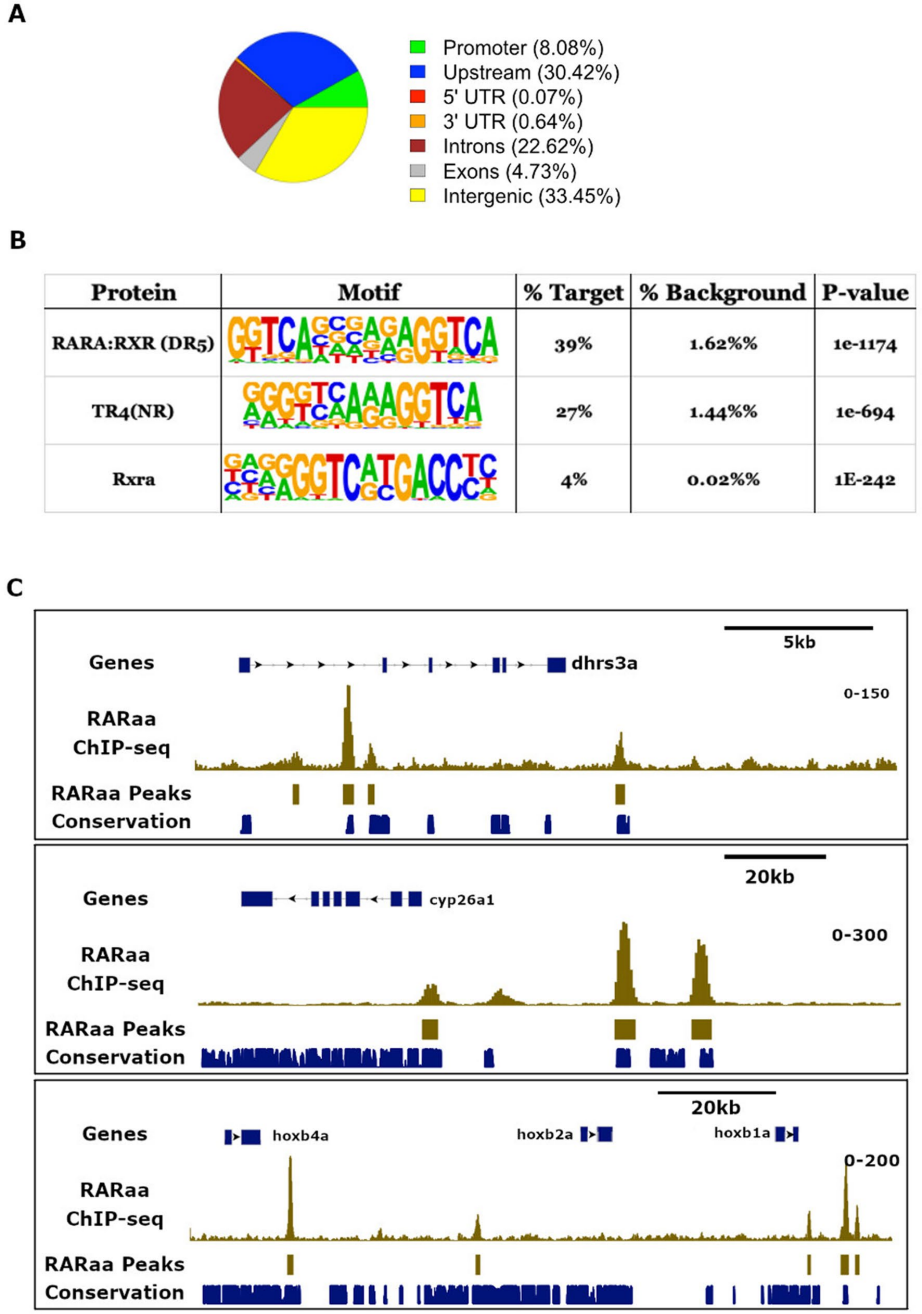
Identification of RAR binding sites in the zebrafish endoderm. (**A**) Distribution of ChIP-seq peaks to the different regions of the zebrafish genome. (**B**) Top 3 motifs overrepresented in all ChIP-seq peak sequences with the percentage of sites containing the motifs and the p-value of enrichment. The three motifs consist to a repetition of the A/GGGTCA sequence; the first corresponds to the classical DR5 recognized by the RARA:RXR complex, the second (TR4) is a superposition of DR1 and DR2, and the third is a IR0. (**C**) Visualization of RARaa binding sites around the *dhrs3a* gene (upper panel), *cyp26a1* (middle panel) and *hoxb1a-hoxb4a* genomic region (below panel). Tracks in gold correspond to RARaa ChIP-seq reads and identified RARaa peaks. The track in blue shows the location of conserved genomic sequences (from the UCSC Genome Browser obtained from comparison of 5 fish species).

The RAR ChIP-seq peaks located within 250 kb from the TSS of a gene were assigned to this gene and when several genes were lying in the vicinity of a RAR site, the closest gene was considered as the putative RAR-regulated gene. Using this strategy, amongst the 2848 RAR sites, 2144 were linked to a gene. Correlation analysis between RA gene expression regulated by RA and the number of RAR sites near the gene showed that RAR acts mainly as a transcriptional activator (Fig. 3A), supporting the classical model where RAR/RXR heterodimers mainly recruit co-activators upon RA ligand binding^1^. However, this correlation is not very high and genes down-regulated by RA can harbour nearby RAR sites. Indeed, from the gene set having RAR sites, 61 were down-regulated and 94 genes were up-regulated by RA at 3-S stage (Fig. 3B, Tables S5). Among the genes up-regulated by RA and harbouring a RAR site, we identified the pancreatic regulatory genes *hnf1ba/b, gata6, insm1b, jag2b* and *mnx1* indicating that these genes are direct targets of RA. As for the genes down-regulated by BMS493, we found that a large number of them (i.e. 18 genes out of 32) contain RAR sites and amongst them 13 are also upregulated by RA (Fig. 3B, see legends for gene names). In conclusion, the ChIP-seq data allowed us to define the zebrafish RAR cistrome at the end of gastrulation and identify putative RAR direct target genes.

**Figure 3:**
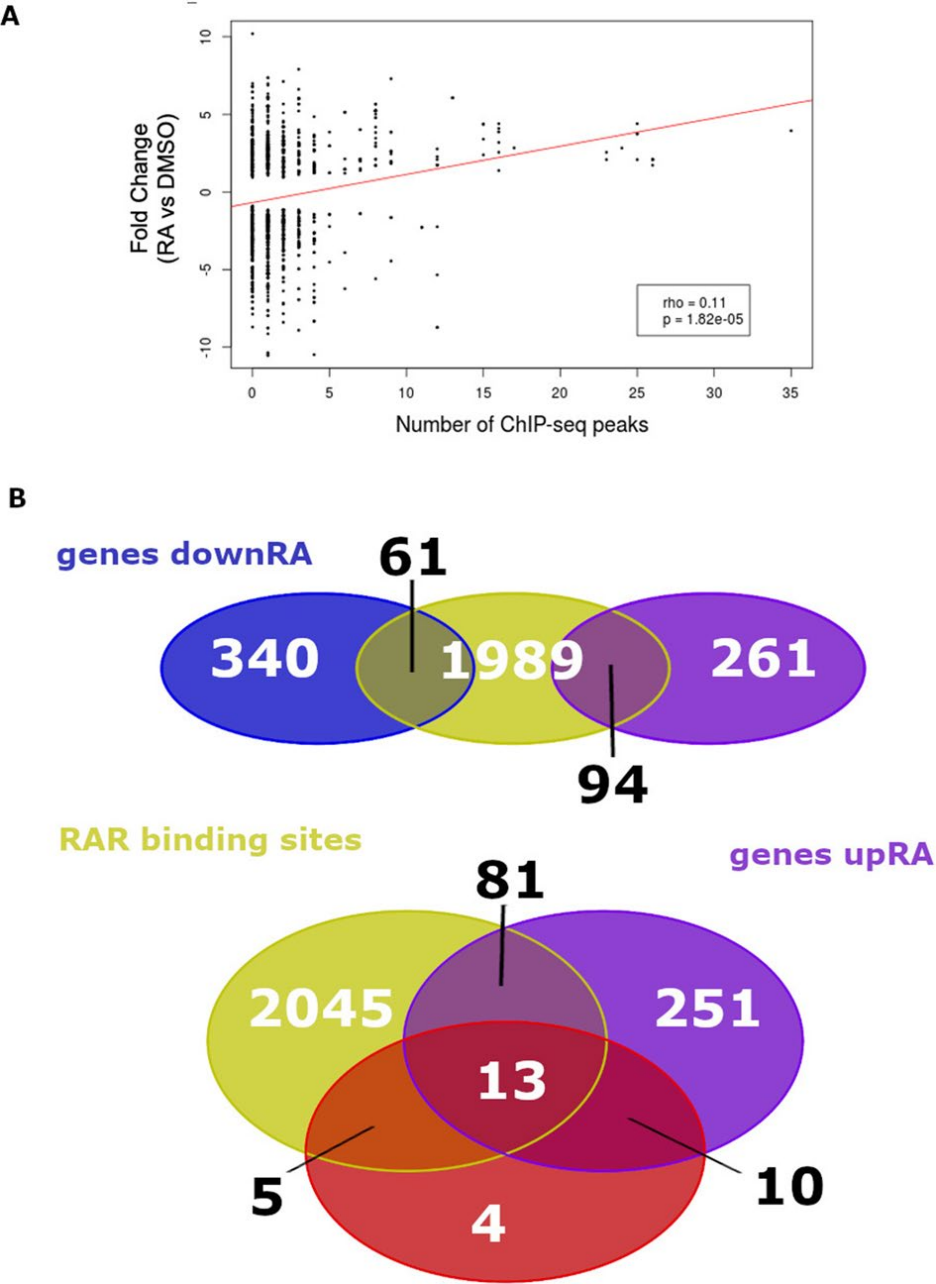
Integrated analysis of the ChIP-seq and RNA-seq data. (**A**) Correlation of RA gene regulation (log2 fold change of expression RA versus DMSO) according to the number of neighbouring RARaa ChIP-seq peaks. Only RA-regulated genes were included in the plot. (**B**) Venn diagram showing the overlap of genes harbouring nearby RARa binding sites (yellow) and those up-regulated by RA (purple), or down-regulated by RA (blue). The below panel also shows the overlap with the genes down-regulated by BMS493 (red). The 13 genes showing up-regulation by RA, down-regulation by BMS493 and harbouring a RAR site are *tshz1, nr6a1b, foxg1b, nr2f5, gata6, dhrs3a, hoxb1b, slc22a3, ppm1h, nrip1a, col7a1l, hoxc1a* and *hoxb5b.*

### Conservation of RAR binding sites from fish to mammals

Functionally important regulatory regions are expected to be conserved during evolution. To determine which RAR binding sites are conserved in vertebrates, we compared our zebrafish ChIP-seq data with those of Chatagon and colleagues^19^ who identified RAR binding sites in the murine genome using the F9 embryonal carcinoma cells whose differentiation into primitive endodermal cell is induced by RA treatment. This comparison revealed that, among the 2144 zebrafish genes harbouring a RAR site, 722 have also a RAR site near the murine orthologous genes. This list of conserved RAR-bound genes comprises notably *cyp26a1/b1*, *dhrs3a*, *nr2f2*, many *hox* genes, *raraa/b* as well as pancreatic genes *gata6*, *hnf1ba, insm1* and *mnx1*. We next determined which of these RAR binding sites are located in conserved regulatory sequences. To that end, we retrieved the list of conserved non-coding elements (CNEs) identified in zebrafish by comparing multiple fish and tetrapod genomes^34^. Amongst the 722 conserved RAR-bound genes, 116 RAR binding sites were located in CNEs, supporting a regulatory function (Table S6). Amongst them, 24 CNEs were even conserved from fish to mouse and are called here HCNE for highly conserved non-coding elements. They are found for example near the *meis1/2, srsf6, qki, nrip1* and *ncoa3* genes (Table S6). As already reported, several RAR sites controlling the expression *of hox* genes are located in these HCNEs^17^. Interestingly, we identified here a novel RAR site in a HCNE located 25 kb downstream of the zebrafish *hoxb* cluster in the fourth intron of the *skap1* gene. This intron contains 4 strong RAR sites in the zebrafish and murine sequences (green boxes in Fig. 4A,B) and the sequence of the second RAR site has been maintained throughout vertebrate evolution and shows a motif similar to a DR5 RARE (Fig. 4C). The transcriptional regulatory function of this HCNE was tested by transgenesis by inserting one copy of this element upstream of a minimal *cfos* promoter driving GFP. As shown in Fig. 5A, this reporter transgene is expressed in the gut and in the neural tube. Highest GFP levels were detected in the posterior hindbrain, in a pattern highly reminiscent of *hoxb1b* gene expression (shown on Fig. 5D). Furthermore, when transgenic embryos were treated with exogenous RA, GFP expression was drastically increased and detected in the whole morphologically affected embryos in a similar manner to *hoxb1b* (Fig. 5B,E). Conversely, treatments with the RA inverse-agonist BMS493 turned off the expression of this DR5-RAR-skap1:GFP transgene (Fig. 5C) as well as of hoxb1b, except in the tailbud region (Fig. 5F). This confirms the RARE function of this element and indicates a role in *hoxbb* cluster regulation.

**Figure 4:**
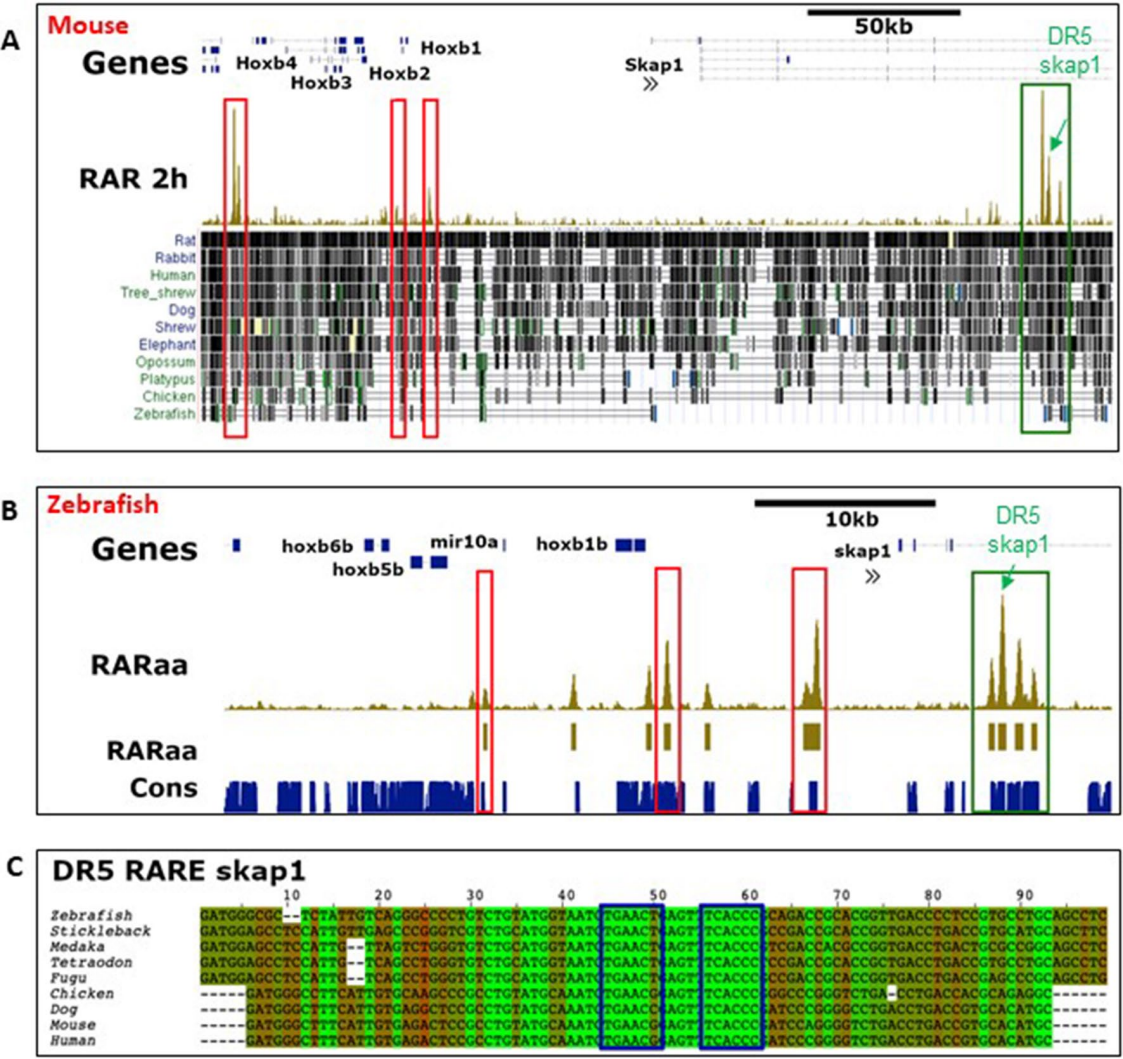
Examples of RARa binding sites conserved among vertebrates. (**A**,**B**) Genome browser views around HoxB-Skap1 locus in mouse (**A**) and zebrafish (**B**) showing the RAR binding sites detected by ChIP-seq (in gold) in both species. All RAR sites are located in CNEs but only the RAR sites located in skap1 gene 4th intron (green box) display sequence conservation from zebrafish to human. Other RAR sites located at similar places in the murine and zebrafish loci (red boxes) are probable orthologous RAR sites but their sequences cannot be aligned between zebrafish and mice. Conserved regions from the UCSC genome browser is shown below the murine RAR ChIP-seq peaks in panel (**A**). (**C**) Alignment of 9 vertebrate sequences corresponding to the second RAR sites located in skap1 gene 4th intron, showing the conservation of a DR5-like motif (blue boxes; inverse orientation) recognized by the RAR–RXR complex. Sequences highlighted in green are identical in all 9 species.

**Figure 5:**
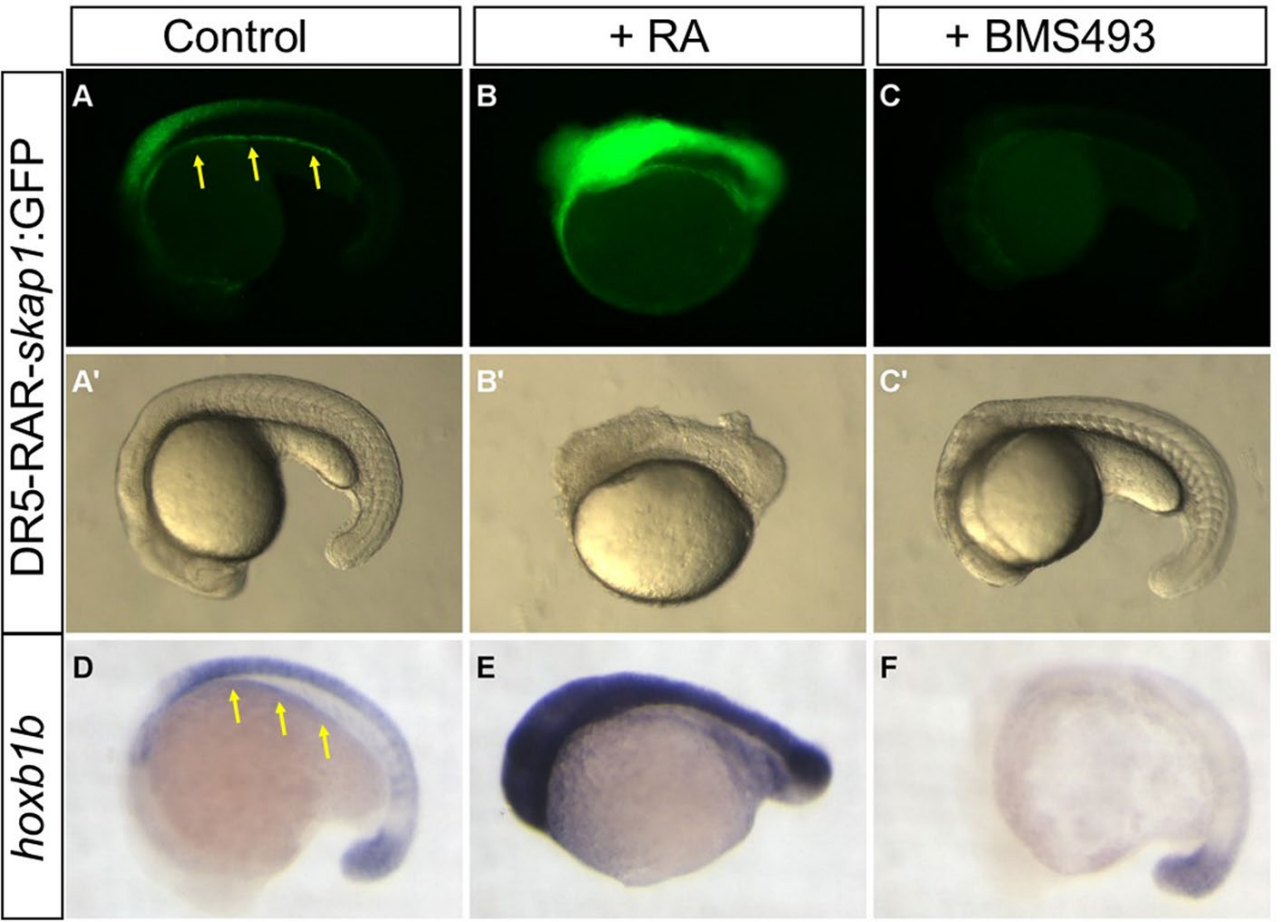
The conserved RAR site from skap1 gene 4th intron is a functional RARE. Pictures of the DR5-RAR-skap1:GFP transgenic embryos treated with DMSO (control, panel **A**), with RA (panel **B**) or with BMS493 (panel **C**). Upper panels display GFP fluorescent expression and lower panels (**A**′, **B**′ and **C**′) display embryo morphology. GFP Expression in the posterior endoderm gut is indicated by yellow arrows.

We also verified the regulatory role of some other RAR sites identified near zebrafish pancreatic regulatory genes. For example, we tested the activity of a RAR site located near a CNE downstream of the zebrafish *mnx1* gene. A RAR binding site is also found at a similar location downstream of the murine *Mnx1* gene (Fig. S2A). This RAR element was able to target GFP expression to the posterior endoderm at low level and in the dorsal pancreatic bud at higher levels (Fig. S2B–D). When the RAR-*mnx1*:GFP transgenic embryos were treated with RA, GFP expression was slightly increased in whole endoderm; conversely, treatment with BMS493 abolished GFP expression (Fig. S2D–F).

In conclusion, these analyses show that a large fraction of RAR sites has been conserved during evolution and transgenic assays confirm that some elements are sufficient to drive expression in endoderm and confer a RA-response.

### RA affects chromatin accessibility in endodermal cells

RAR–RXR complexes control gene expression through the recruitment of corepressors (e.g. NCoR/Smart) and coactivators (NCoA) which control chromatin compaction via HDACs and HATs, respectively^2, 3^. Thus, one possible strategy to identify functional RAREs is to perform a genome-wide analysis of chromatin accessibility modifications following RA or RA inverse-agonist treatments by ATAC-seq assays^33^ allowing the identification of open chromatin and nucleosome-free regions induced or repressed by RA signaling. As most nucleosome-free regions correspond to regulatory sequences, ATAC-seq can also highlight the enhancers or promoters whose accessibility is modified by RA signalling indirectly, i.e. through the binding of transcription factors whose expression is induced by RA. Thus, sequence analysis of all RA-induced ATAC-seq peaks can give clues on the identity of transcription factors acting in the subsequent steps of the RA-induced regulatory cascade.

As for the RNA-seq assays, zebrafish embryos were treated with RA, BMS493 and DMSO during blastula and gastrulation and about 10,000 endodermal cells were selected by FACS at 3-somites stage (11 hpf). Non-endodermal cells from control DMSO-treated embryos were also analysed in parallel. Cell preparations and ATAC-seq experiments were done in triplicate for each condition and analysed as described in “Materials and methods”. 

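In ATAC-seq, a transposase inserts sequencing adapters where the DNA is free of nucleosomes, and the places where the inserts pile up are called as peaks. RA is the ligand of RAR, BMS493 is an inverse agonist of all RARs and DMSO is the solvent. Embryos received 1 µM RA, 1 µM BMS493 or 0.1% DMSO from 1.25 to 11 hpf, and about 10000 GFP+ endodermal cells were sorted per sample at the 3-somites stage. GFP− cells of the DMSO-treated embryos made the non-endodermal (NE) samples. Each condition had 3 samples, which gave 12 peak lists. The authors called each list with MACS2 in that sample alone, without a control library. A list gives for each peak its position on the Zv9 assembly, the pileup (the signal at the summit, as the number of extended tags), the fold enrichment over the local background and the −log10 of the p-value and the q-value. These heights and folds are the authors' own values, and they were not scaled between samples. Total tags per sample ranged from 18928561 to 32052207, with medians of 24072952 in NE, 21979572 in DMSO, 24744738 in RA and 22118550 in BMS493. After MACS2 removed duplicates, 11056595 to 22930744 tags remained. The lists held from 51301 peaks in DMSO replicate 1 to 143755 peaks in NE replicate 2, with medians of 103930 in NE, 110584 in DMSO, 94244 in RA and 86750 in BMS493. Over the 12 samples, the number of peaks rose with the total tags with a Pearson r of 0.675 (two-sided permutation p = 0.018, Benjamini-Hochberg adjusted p = 0.036 over the 4 relations computed). Spearman's rho was 0.608 (permutation p = 0.0394, adjusted p = 0.0789). Without NE replicate 2 and BMS493 replicate 3, whose depth lay farthest from the median, r was 0.445 (permutation p = 0.198). Leaving them out narrows the range of depth and leaves 10 samples, so that it cannot tell whether the relation rested on them. The labels give no sequencing batch in which the relation could be recomputed. Peaks of the 12 lists that overlapped by at least 1 bp were merged into regions, and a sample called a region when a peak of its list overlapped it. A region without a peak in a sample is not thereby closed in it, since signal under the authors' threshold is not listed. The height of a peak was expressed as the percentile rank of its pileup within its own list, with 0 for a region that the sample did not call. With 3 samples against 3, an exact two-sided permutation test gives no p under 0.1.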

We first verified the accuracy of the data by several quality control analyses. First, for all samples, the analysis of the ATAC-seq fragment size distribution revealed the expected pattern with abundant short (< 150 bp) fragments corresponding to nucleosome-free regions and larger fragments of about 200 and 400 bp corresponding to mono- and bi-nucleosome regions, respectively (Fig. S3A). Secondly, as reported previously^33, 35^, genome mapping of the nucleosome-free fragments showed a clear enrichment in promoter regions immediately upstream of transcriptional start sites (TSSs), while mono-nucleosomes were depleted from TSSs and rather mapped just downstream of the TSSs in a periodic manner (Fig. S3B). Thirdly, we verified that the ATAC-seq fragments correspond to many zebrafish regulatory regions by comparing them with regions harbouring the histone modifications H3K4me3 and H3K27ac marks identified in zebrafish embryos at 10 hpf^36^. Heatmap plots of ATAC-seq reads from all samples showed an obvious enrichment at loci harbouring these two histone modifications (Fig. 6A and Fig. S4). As regulatory regions often display sequence conservation, we also compared our ATAC-seq reads to the collection of zebrafish evolutionary-conserved non-coding elements (zCNEs)^34^. Heat-maps of ATAC-seq reads from each sample also showed a strong correlation with zCNEs (Fig. 6A and Fig. S4). These observations confirm that regions identified by ATAC-seq exhibited hallmarks of active regulatory elements. The reproducibility of ATAC-seq data was also analysed by PCA (Fig. 6B). This PCA showed that (i) triplicate samples are tightly clustered, and (ii) endodermal and non-endodermal (NE) cell clusters are separated along the PC2 axis, while the RA-treated cluster is separated from the DMSO- and BMS-cell cluster along the PC3 axis. Thus, as observed for the RNA-seq data (Fig. 1A), stronger differences are observed between GFP+ and GFP− cells compared to the differences between RA-treated and DMSO-treated endodermal cells. 

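Each pair of samples was compared by the Jaccard index, which is the number of regions called by both samples divided by the number called by either. The mean index was 0.511 over pairs of replicates and 0.470 over pairs from different conditions, a difference of 0.0410 (exact one-sided permutation test, p = 0.00597, with as large a difference in 92 of the 15400 assignments of the 12 samples to conditions). Between replicates the index was 0.505 ± 0.0182 (SD, n = 3 pairs) in NE, 0.549 ± 0.0257 in RA and 0.533 ± 0.0288 in BMS493. It was lower and more spread in DMSO, with 0.457 ± 0.112, where the list of replicate 1 is the shortest of all. Every list was also shortened to the 51301 peaks with the highest −log10(q), the length of the shortest list. Of the settings tried, this moved the difference most, to 0.0759 (exact one-sided permutation test, p = 0.000584).

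**Figure D1:**
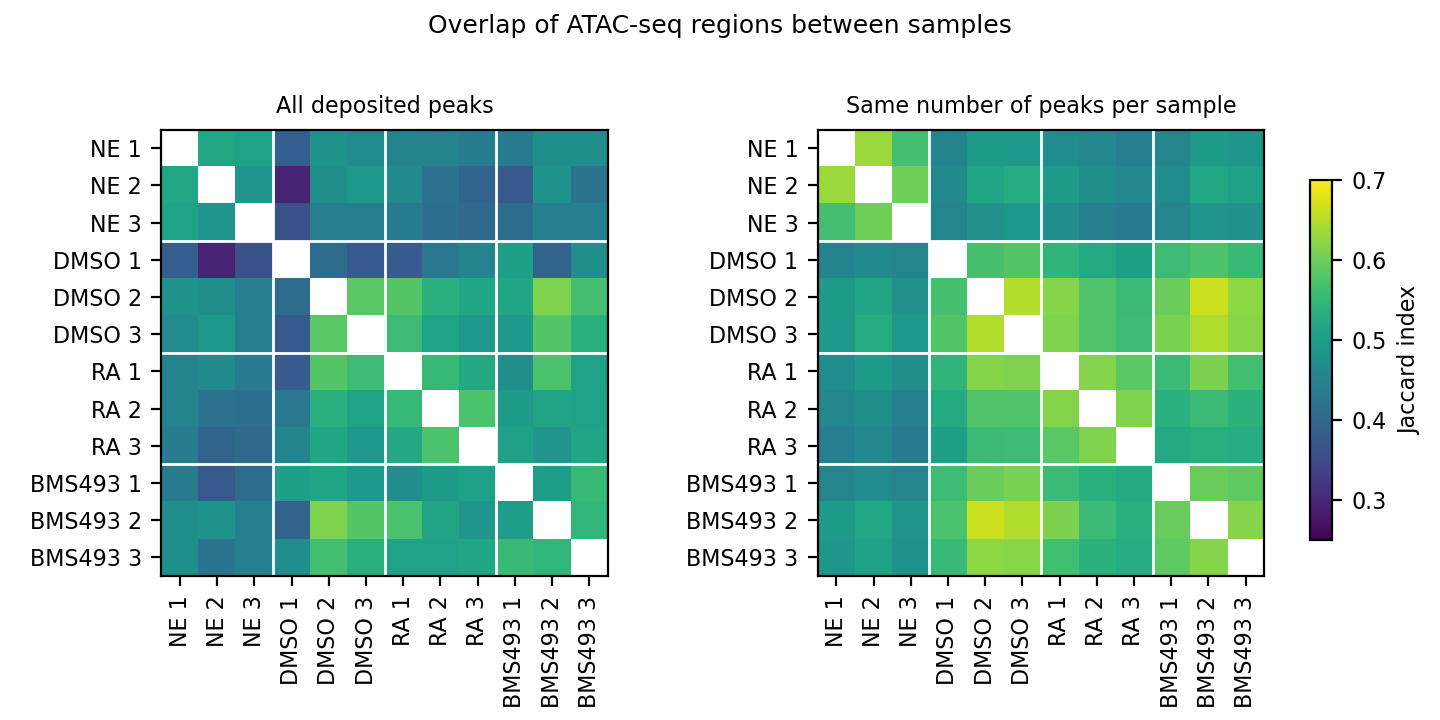
Jaccard index of the regions called, for each pair of the 12 samples, from the deposited peak lists (left) and from lists shortened to the same number of peaks (right). The lowest index of the left panel, 0.296, is between an NE and a DMSO sample, and replicates of DMSO reach a mean of 0.457 on the left and 0.598 on the right.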

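A principal component analysis was also made of the calls, with 1 for a region that a sample called and 0 for a region it did not call. The scores of NE on component 1, which held 19.5% of the variance, ran from 82.9 to 147, and those of the endodermal samples from −78.4 to 11.5. Component 2, with 16.5%, had DMSO replicate 1 at 96.6 and DMSO replicate 3 at −77.8, and did not part the conditions. On component 3, with 10.4%, the RA samples lay between 63.2 and 90.0, the DMSO samples between −35.4 and −23.6, the BMS493 samples between −58.2 and −47.3 and the NE samples between −2.08 and 18.3. With the same number of peaks in every list, NE was parted from the endodermal samples on component 1 (22.8% of the variance, 84.9 to 89.5 against −35.7 to −19.0). RA was then parted from DMSO and BMS493 on component 2 (13.0% of the variance), with scores of 34.6 to 72.7 in RA, −26.2 to −23.0 in DMSO and −40.1 to −35.8 in BMS493. The DMSO and BMS493 scores did not overlap on this component.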

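The mean Jaccard index was 0.427 ± 0.0659 (SD, n = 9 pairs) between NE and DMSO samples and 0.495 ± 0.0643 between RA and DMSO samples, a difference close to the spread between pairs. With lists of equal length, the spread was smaller and the indices were 0.486 ± 0.0261 and 0.564 ± 0.0370. NE samples had a mean index of 0.431 ± 0.0234 with RA samples and of 0.440 ± 0.0342 with BMS493 samples. The 9 pairs of a comparison share samples, so that no p-value was computed from them.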

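A region was counted by presence when all 3 samples of a condition called it and no sample of the other condition did. In this way, 257 regions were called in BMS493 and not in DMSO, and 270 in DMSO and not in BMS493. The percentile ranks were also compared with limma, which fits a linear model to each region and shares the estimate of the variance between regions. The fit held all 12 samples and the 127026 regions called in at least 3 of them. At a Benjamini-Hochberg adjusted p-value under 0.05, limma called 0 regions higher and 1 region lower in BMS493 than in DMSO. At an unadjusted p-value under 0.05, 998 regions were higher and 1256 lower. The region lies on chromosome 3 from 13677737 to 13678935 (limma adjusted p = 0.0227) and was picked out after its values were seen. Its mean rank was 81.6 ± 3.61 (SD, n = 3) in DMSO, and it was called in all NE, DMSO and RA samples and in no BMS493 sample. Same-numbered DMSO and BMS493 samples deviated from their group means with a mean correlation of 0.129 over 3 pairs. With the replicate number as a block in the model, 0 regions were higher and 0 lower (1022 and 1275 at an unadjusted p-value under 0.05). The Jaccard index between DMSO and BMS493 samples was 0.519 ± 0.0649 (SD, n = 9 pairs), no lower than the index between DMSO replicates.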

The samples corresponding to the BMS493-treated cells and DMSO-treated cells were not clearly segregated and did not reveal significant effects of BMS493 on the chromatin accessibility.

**Figure 6:**
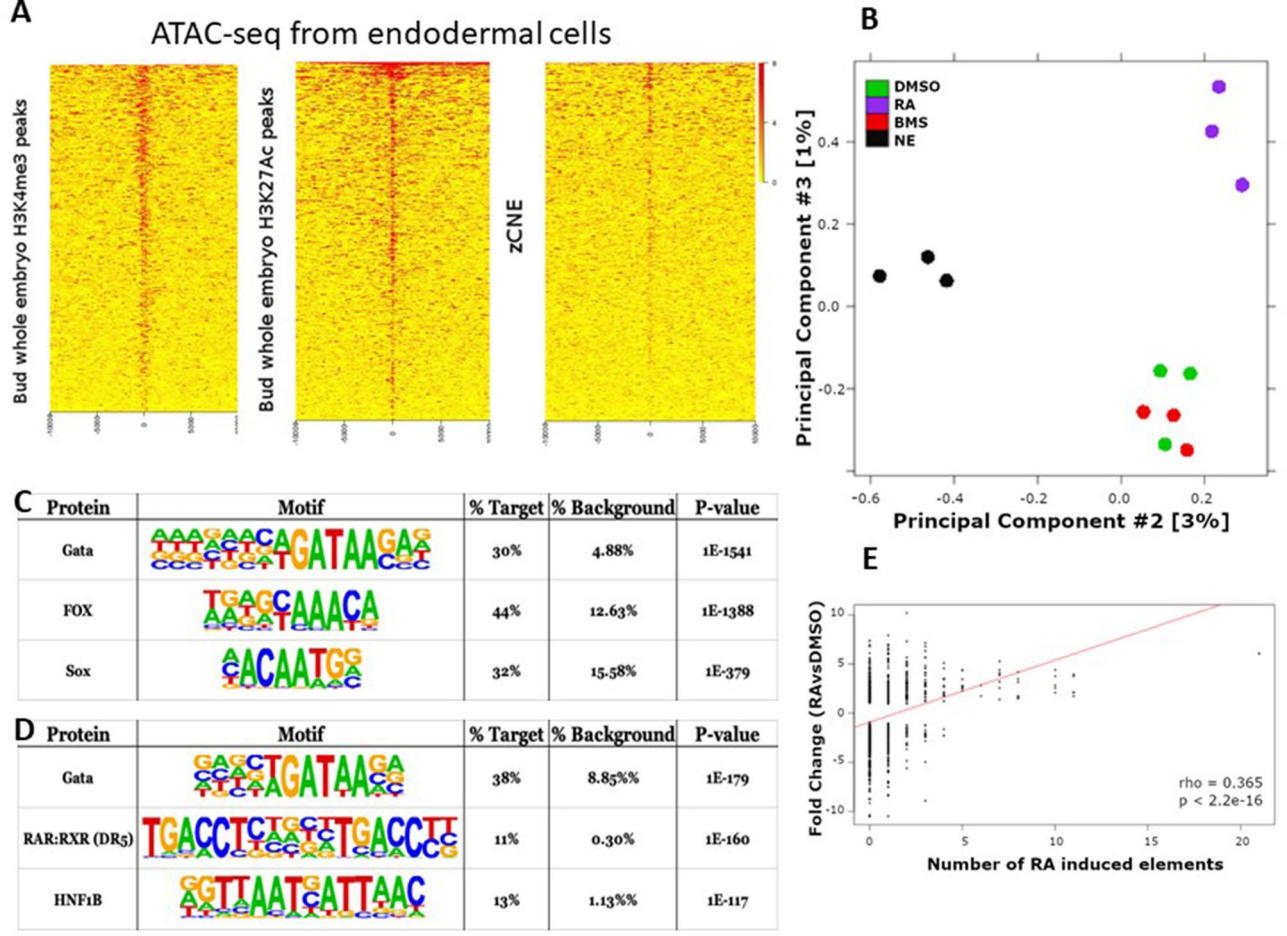
Identification of nucleosome-free regions in zebrafish endodermal cells and following RA treatments by ATAC-seq assays. (**A**) Heat maps showing enrichment of ATAC-seq reads at the middle of chromatin regions harbouring H3K4me3 and H3K27Ac epigenetic marks and at genomic areas corresponding to zCNE. The maps display intervals flanking 10 kb up and downstream of the features. The heat map plots shown on this figure corresponds to the ATAC-seq data obtained with control endodermal cells (DMSO-treated). Similar results were obtained for the other samples (see Suppl. Fig. 4). (**B**) PCA plots obtained for the ATAC-seq libraries. ATAC-seq data from endodermal and non-endodermal cells are separated along the PC2 axis, while those from RA-treated versus control and BMS493 are separated along the PC3 axis. The plot shows clustering of triplicates and no obvious separation of the DMSO- and BMS493- treated cells. (**C**,**D**) Top 3 enriched motifs found in nucleosome-free regions detected specifically in endoderm (**C**) and detected following RA-treatments (**D**). (**E**) Plot showing the correlation of RA-induced gene expression (log2 fold change) and the number of RA-induced nucleosome-free elements located nearby the genes. Only genes showing significant RA gene induction were included.

From all 12 ATAC-seq samples, a total of 156,604 nucleosome-free regions were identified within the zebrafish genome. 

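Merging the deposited peaks gave 245646 regions with a median width of 193 bp. Chromosomes 1 to 25 held 234694 of them and unplaced scaffolds 10947. Of all regions, 89033 (36.2%) were called in only 1 sample and 28445 (11.6%) in all 12 samples. The number of regions moved most when every list was shortened to the same length, to 111099. Peaks with a −log10(q) of at least 3 gave 212338 regions, and merging peaks within 100 bp of each other gave 222413.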

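By presence, 2274 regions were called in the 3 DMSO-treated endodermal samples and in no NE sample, and 5814 in the 3 NE samples and in no DMSO sample. The endodermal side thus made 28.1% of these 8088 regions. With lists of the same length the counts were 3621 and 3723, and the endodermal side made 49.3%. When the peaks of a sample had to cover 50% of a region for a call, it made 21.5%. By limma, 2748 regions ranked higher in DMSO than in NE and 6239 ranked lower. The first of these counts moved most without DMSO replicate 1, to 5345. Lists of the same length gave 4508 regions higher and 4975 lower among 67438 tested. Regions called in DMSO and not in NE were ordered by their limma adjusted p-value, and the first 5 shared a value of 5.13e-06. They lie on Zv9 on chromosome 5 from 36556572 to 36557101, on chromosome 12 from 44163364 to 44163855, on chromosome 13 from 24319647 to 24320467, on chromosome 20 from 43917771 to 43918258 and on the scaffold Zv9_NA150 from 1216 to 1590. Their mean rank in DMSO ran from 95.9 to 96.3, and all 9 endodermal samples called each of them. In the other direction, the region on the scaffold Zv9_NA623 from 4729 to 5345 came first (limma adjusted p = 0.000438) with a mean rank of 88.2 ± 7.2 (SD, n = 3) in NE, and all RA and BMS493 samples also called it. The next, on chromosome 21 from 22571867 to 22572247 (limma adjusted p = 0.000496), had a mean rank of 94.8 ± 2.09 in NE and was called in no endodermal sample. The same holds for the regions on chromosome 8 from 10721628 to 10722144, on chromosome 4 from 23482083 to 23482500 and on chromosome 22 from 18955266 to 18955523. No annotation of Zv9 was at hand to name the genes near these regions.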

Differential peak intensity analyses revealed that 9722 and 12,974 regions are more accessible in endodermal and non-endodermal cells, respectively (with FDR < 0.05, Tables S7). Interestingly, sequence analysis of all endodermal-specific ATAC-seq regions highlight a significant enrichment of the binding site motifs for the Gata, Fox and Sox protein families (Fig. 6C), in accordance with the well-known function of Gata4/5/6, Foxa1/2/3 and Sox32/17 in endodermal cell differentiation^6^. Also, these endoderm-enriched ATAC-seq peaks are often identified near endodermal and pancreatic regulatory genes, such as in the *foxa2*, *nkx6.1*, *hnf4g, sox17* or *mnx1* loci (Fig. S5 and data not shown), suggesting the presence of endoderm-specific enhancers at these locations.

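Of these loci, the available text of the paper's tables, a part of which is shortened, places only mnx1 on Zv9, on chromosome 7 from 42031015 to 42033352. Within 50 kb of its TSS lay 22 merged regions, of which 5 were called in all 12 samples. None of the 22 was called in the 3 DMSO samples and in no NE sample, and 1 was with lists of the same length, which all 9 endodermal samples then called. The gata6 gene could be treated in the same way. Near its TSS lay 26 regions, of which 3 were called in DMSO and not in NE. The regions near foxa2, nkx6.1, hnf4g and sox17 could not be picked out, because the available text of the tables gives no position of these genes.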

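Regions that part NE from all endodermal samples were counted by presence in the same lists. There were 3446 regions called in the 3 NE samples and in no endodermal sample, and 1089 called in all 9 endodermal samples and in no NE sample. For RA, 1126 regions were called in the 3 RA samples and in no DMSO or BMS493 sample, and 281 in all 6 of these samples and in no RA sample. With lists of the same length, the counts were 2346 and 1607 for NE and 922 and 504 for RA. A region has to be called in more samples to enter the sets of 9 and of 6 samples than those of 3, so that the counts of opposite directions are not on the same scale.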

As expected, the RA treatments had less influence on ATAC-seq peaks compared to the cell type identity (i.e. endoderm versus non-endoderm). Still, 1240 genomic regions were found to be more accessible and 749 regions were less accessible in the RA-treated endoderm compared to the DMSO-treated controls (with FDR < 0.05). 

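By presence, 1684 regions were called in the 3 RA samples and in no DMSO sample, and 625 in the 3 DMSO samples and in no RA sample. The RA side made 72.9% of them, against 56.5% (1347 and 1035 regions) with lists of the same length and 84.1% when peaks had to cover 50% of a region. By limma, 246 regions ranked higher in RA than in DMSO and 46 lower. Lists of the same length moved these counts to 1062 and 518. When regions called in fewer than 3 samples were kept, limma called 0 regions higher and 1 lower (6112 and 3237 at an unadjusted p-value under 0.05). The region called in RA and not in DMSO that came first by limma (adjusted p = 0.028) lies on Zv9 on chromosome 13 from 17515393 to 17515700 and had a mean rank of 92.7 ± 3.82 (SD, n = 3) in RA. Table S8 assigns it to znf503, at −1434 bp from its TSS, and all NE samples called it as well. Among the next 4, with the same adjusted p, the region on chromosome 3 from 30175252 to 30175595 had a mean rank of 89.7 ± 1.24 and was called in RA samples alone, and that on chromosome 2 from 37071935 to 37072301 (87.4 ± 10.1) is assigned to skila. In the other direction, a region on the scaffold Zv9_NA126 from 39305 to 39670 came first (limma adjusted p = 2.7e-06). Its mean rank was 99.6 ± 0.15 in DMSO, and all 9 samples outside RA called it. The following region, on chromosome 14 from 24542019 to 24542481 (limma adjusted p = 0.028), had a mean rank of 86.3 ± 7.50 in DMSO and was also called in all NE and BMS493 samples.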

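By presence, RA and BMS493 differed in 4406 regions, of which 2988 were called in the 3 RA samples and in no BMS493 sample and 1418 in the 3 BMS493 samples and in no RA sample. The RA side made 67.8%, against 55.8% with lists of the same length (1839 and 1458 regions) and 75.0% when peaks had to cover 50% of a region. By limma, 794 regions ranked higher in RA than in BMS493 and 167 lower, and with lists of the same length 1702 and 1068. With the replicate number as a block, the counts were 379 and 76. They were 173 and 55 when regions called in fewer than 3 samples were kept. Without 1 RA or BMS493 sample, 1 to 351 regions ranked higher and 1 to 422 lower. The 2309 regions that differed by presence between RA and DMSO are fewer than the 4406, and the DMSO samples also differed most from each other in the number of their peaks.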

If the RA-treated samples were directly compared with the BMS493-treated samples, more peaks were detected as treatment-dependent: 3277 regions were more accessible in RA-treated while 1762 were more accessible in the BMS493-treated cells (Tables S8). Annotation of the RA-induced ATAC-seq peaks to the closest gene revealed that they were often located near RA-upregulated genes identified above by RNA-seq. Moreover, we found a significant correlation between the level of RA-induced gene expression and the number of RA-induced ATAC-seq elements (Fig. 6E). 

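On chromosomes 1 to 14, which the available text of Table S8 lists completely, 1979 RA-induced peaks are assigned to a gene. For 193 of them (9.75%), the gene is upregulated by RA at the 3-somites stage in Table S2, and for 34 (1.72%) it is downregulated. Among the 797 induced peaks that were called in the 3 RA samples and in no BMS493 sample, 83 (10.4%) are assigned to an upregulated gene and 12 (1.51%) to a downregulated gene. The 247 RA-repressed peaks are all those in the available text and were not limited to these chromosomes. Of them, 3 (1.21%) are assigned to an upregulated and 38 (15.4%) to a downregulated gene. Among the 55 repressed peaks that were called in the 3 BMS493 samples and in no RA sample, these numbers are 1 (1.82%) and 9 (16.4%). The share near upregulated genes differed between the called induced and the called repressed peaks (Fisher's exact test, two-sided p = 0.0343). The chromosomes covered by these sets are not the same. Peaks assigned to the same gene are not independent, and the 83 peaks belong to 52 genes. The cyp26b1 gene alone has 27 of the induced peaks, of which 21 were called in all 3 RA samples.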

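The number of regions called in the 3 RA samples and in no DMSO sample was counted per gene among the induced peaks that Table S8 assigns within 250 kb of its TSS. The 105 RA-regulated genes with at least 1 listed peak, 83 upregulated and 22 downregulated, had 39 such regions in all and at most 5 each. Across these genes, Spearman's rho between the log2 fold change of Table S2 and the number of regions was 0.141 (two-sided permutation test, p = 0.154), and Pearson's r was 0.233. Genes are not independent replicates of the treatment. The relation was strongest when genes without such a region were left out, with a rho of 0.409 over 30 genes (permutation p = 0.0242). With the regions that limma ranked higher in RA, rho was 0.197 over the 105 genes (permutation p = 0.0424). With a limit of 50 kb it was 0.0722 over 97 genes (permutation p = 0.481). For the 83 upregulated genes alone, chosen after seeing the data, rho was 0.0168 (permutation p = 0.878). The p-values come from one family of settings on the same genes and are not adjusted.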

Interestingly, 11% of RA-induced ATAC-seq peaks corresponded to RAR binding sites identified by ChIP-seq and possess the DR5 motif recognized by the RAR/RXR complex (Fig. 6D). This was the case for RA-induced peaks in the *dhrs3a*, *cyp26a1*/*b1* and *insm1b* genes (see black boxes in Fig. S6 and data not shown). However, many identified RAR sites did not display a significant increase in accessibility, such as those located in the *hoxba* locus (see green boxes in Fig. S6). Furthermore, the majority of RA-induced ATAC-seq peaks did not harbour RAR binding sites although they were usually found near RA-upregulated genes; instead, such peaks often harbour Gata or Hnf1b binding motifs (38% and 13% of all RA-induced elements, respectively; Fig. 6D). Thus, it can reasonably be assumed that these genes are indirectly stimulated by RA signalling. 

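The RAR sites come from ChIP-seq of a tagged RARaa in whole embryos that were given RA before fixation. Sites open with RA may therefore be favoured among them. The available text of Table S4 lists the RAR sites completely for chromosome 1 and chromosomes 10 to 19. It holds 1893 peaks there, of which 1150 have a score above 50. On these chromosomes, 705 regions were called in the 3 RA samples and in no DMSO sample, and 29 of them (4.11%, Wilson 95% confidence interval 2.88 to 5.85) overlapped such a RAR site by at least 1 bp. Among the 40556 regions called in at least 1 RA and at least 1 DMSO sample, 769 (1.90%) did, which gives an odds ratio of 2.22 (Fisher's exact test, two-sided p = 0.000156). The interval and the test cover the counting of regions and not the variation between samples. With the regions that limma ranked higher in RA, the share did not differ from the background, with 2 of 109 (1.84%, odds ratio 0.968, Fisher's exact test p = 1). With limma's regions from lists of the same length, chosen after seeing the data, it was 43 of 468 (9.19%, odds ratio 3.80, Fisher's exact test p = 4.14e-12). Against DMSO by presence in lists of the same length it was 32 of 582 (5.5%, Fisher's exact test p = 0.000283). Against BMS493 in place of DMSO, in the deposited lists, it was 58 of 1242 (4.67%, Fisher's exact test p = 2.42e-09). The DR5 motif was not searched, because no sequence of Zv9 was at hand.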

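Of 4 RAR sites listed for dhrs3a on chromosome 23, the 3 that start at 21961472, 21962306 and 21970591 were called in all 3 RA samples, in 2 of 3 DMSO samples and in at most 1 of 3 BMS493 samples. At the first of them the mean rank was 91.8 ± 6.09 (SD, n = 3) in RA and 37.6 ± 32.9 in DMSO (exact two-sided permutation test, p = 0.1, limma adjusted p = 0.382). The ranks in DMSO of the other sites, 43.9 ± 38.0 and 34.8 ± 31.7, were also lower than those in RA (90.2 ± 6.13 and 94.6 ± 1.01), and no dhrs3a site passed limma's threshold against DMSO. Against BMS493, in which their ranks were 1.06 ± 1.84, 0 and 4.17 ± 7.22, the 3 sites passed it (limma adjusted p = 0.0304, 0.0416 and 0.0257). With equally long lists, chosen after seeing the values, they also passed it against DMSO (limma adjusted p = 0.00207, 0.00918 and 0.00221). The site that starts at 21959789 was called in no sample. For cyp26a1 on chromosome 12, the site at the TSS (9712464 to 9712771) was called in all 12 samples, with a mean rank of 93.7 ± 1.52 in RA and 64.5 ± 21.7 in DMSO (exact permutation p = 0.1, limma adjusted p = 0.282). Its site that starts at 9717835 was called in 3 RA and 2 DMSO samples. Against BMS493, limma adjusted p-values were 0.165 and 0.12 at these sites, and 0.0434 at the site that starts at 9678593. From lists of the same length, also chosen after seeing the values, the p-values against DMSO were 0.034, 0.0149 and 0.772 (limma, adjusted). Against BMS493, those from lists of the same length were 0.00956, 0.00368 and 0.00683 (limma, adjusted). Of 11 RAR sites listed for cyp26b1 on chromosome 7, the site from 26435898 to 26436170 was called in the 3 RA samples alone, with a mean rank of 83.8 ± 10.6 (limma adjusted p = 0.028). The site from 26534785 to 26535101 was called in 3 RA samples (88.3 ± 6.20) and 1 DMSO sample (limma adjusted p = 0.028). None of the other cyp26b1 sites that limma tested passed against DMSO. The lowest of their limma adjusted p-values was 0.109, at the site that starts at 26450962. That starting at 26493434 was called in 3 NE samples and in no endodermal sample. From lists of the same length, chosen after seeing the values, those starting at 26547035 and 26619216 also passed (limma adjusted p = 0.0126 and 0.00822). For insm1b on chromosome 17, the site from 41625685 to 41626020 was called in all 12 samples, with a mean rank of 84.2 ± 5.64 in RA and 36.1 ± 21.7 in DMSO (exact permutation p = 0.1, limma adjusted p = 0.343 against DMSO and 0.374 against BMS493). It was called in 3 RA samples and 1 sample each of NE, DMSO and BMS493 with lists of the same length, from which limma's adjusted p was 0.0188 against DMSO and 0.0154 against BMS493 (chosen after seeing the values). The site nearest to its TSS, which starts at 41572488, was called in 2 RA samples and in no other.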

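The hoxb4a, hoxb3a and hoxb1a genes lie on chromosome 3 and have 6 listed RAR sites, of which 4 were called in all 12 samples. These start at 24005590 for hoxb4a, at 24018325 and 24034415 for hoxb3a and at 24065615 for hoxb1a. Their mean ranks ranged from 90.2 to 98.4 in RA and from 65.3 to 96.2 in DMSO, with limma adjusted p-values from 0.543 to 1 between RA and DMSO. The hoxb1a site that starts at 24062768 was called in 3 RA, 3 BMS493, 2 DMSO and 2 NE samples. The one that starts at 24066846 was called in no sample. In the skap1 gene on chromosome 12, the site in intron 4 that starts at 28740406 was called in 3 RA, 2 DMSO, 2 NE and no BMS493 samples, and with lists of the same length in 3 RA, 2 NE and no DMSO or BMS493 samples. RA ranked above BMS493 at this site (limma adjusted p = 0.0387) and not above DMSO past the threshold (limma adjusted p = 0.249). In lists of the same length, chosen after seeing the values, RA ranked above both DMSO and BMS493 (limma adjusted p = 0.00261 and 0.00191).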

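Of the regions called in RA and not in DMSO on the chromosomes with complete RAR lists, 676 (95.9%) held no RAR site. The induced peaks of Table S8 called in the 3 RA samples and in no DMSO sample number 378, and 36 of them (9.52%) are assigned to a gene upregulated by RA. Motifs were not counted without the genome sequence, and the loci of pdx1, insm1a, rfx6 and neurod1 have no position in the available text of the tables. From the RA-induced peaks that hold no RAR site and lie near RA-upregulated genes, the paper reasons that these genes are stimulated indirectly by RA signalling.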

For example, the pancreatic regulatory genes *pdx1*, *insm1a*, *rfx6* or *neurod1,* all upregulated by RA-treatment but devoid of RAR binding sites, had RA-induced ATAC-seq peaks located in their genomic neighbourhood and contained either Hnf1b or Gata binding motifs in such peaks (Fig. S7 and data not shown). To identify the GATA and Hnf1b family members involved in these indirect RA-regulations, we searched in the list of RA-stimulated genes (Table S2) for these 2 types of transcription factors and we also determined if RAR sites are detected in their genomic loci (Tables S4 and S5). *hnf1ba* and *hnf1bb* were both induced by RA but the level of expression of *hnf1ba* was about 200-fold higher than *hnf1bb* in endodermal cells. Furthermore, *hnf1ba* contains three RAR binding sites located in evolutionary-conserved and nucleosome-free regions (Fig. 7A), while *hnf1bb* has only one weak RAR site (data not shown). Out of the 10 members of the GATA family, only *gata4* and *gata6* were significantly induced by RA but *gata6* was expressed in the endoderm at about 40-fold higher level compared to *gata4*. Furthermore, *gata6* has a high affinity RAR binding site in a nucleosome-free region located about 30 kb upstream from its TSS (Fig. 7B) while no such RAR site was present around the *gata4* gene locus (data not shown). Thus, all these analyses strongly suggest that, upon RA induction, RAR–RXR complexes directly activate expression of Gata6 and Hnf1ba, which in turn will open regulatory chromatin regions of many genes, including those coding for several pancreatic regulatory factors.

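The RAR site of gata6 lies on the scaffold Zv9_scaffold3540 from 201653 to 202056, at −26329 bp from the TSS that the tables give, and has a score of 1104. All 12 samples called it. Its mean rank was 94.5 ± 1.37 (SD, n = 3) in NE, 98.4 ± 0.536 in DMSO, 99.5 ± 0.520 in RA and 97.8 ± 2.22 in BMS493. Each RA sample ranked above each DMSO sample (exact two-sided permutation test, p = 0.1, limma adjusted p = 1). The RAR sites of hnf1ba lie on chromosome 15. The one that starts at 15018625 was called in 3 DMSO, 3 RA, 3 BMS493 and 1 NE samples. Its mean rank was 94.2 ± 4.83 in DMSO, 97.4 ± 0.877 in RA and 14.6 ± 25.2 in NE. DMSO ranked above NE (limma adjusted p = 0.00016), and RA did not differ from DMSO beyond the spread (exact permutation test, p = 0.4). All 12 samples called the site from 15025057 to 15026037 (limma adjusted p = 0.978 for RA against DMSO).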

**Figure 7:**
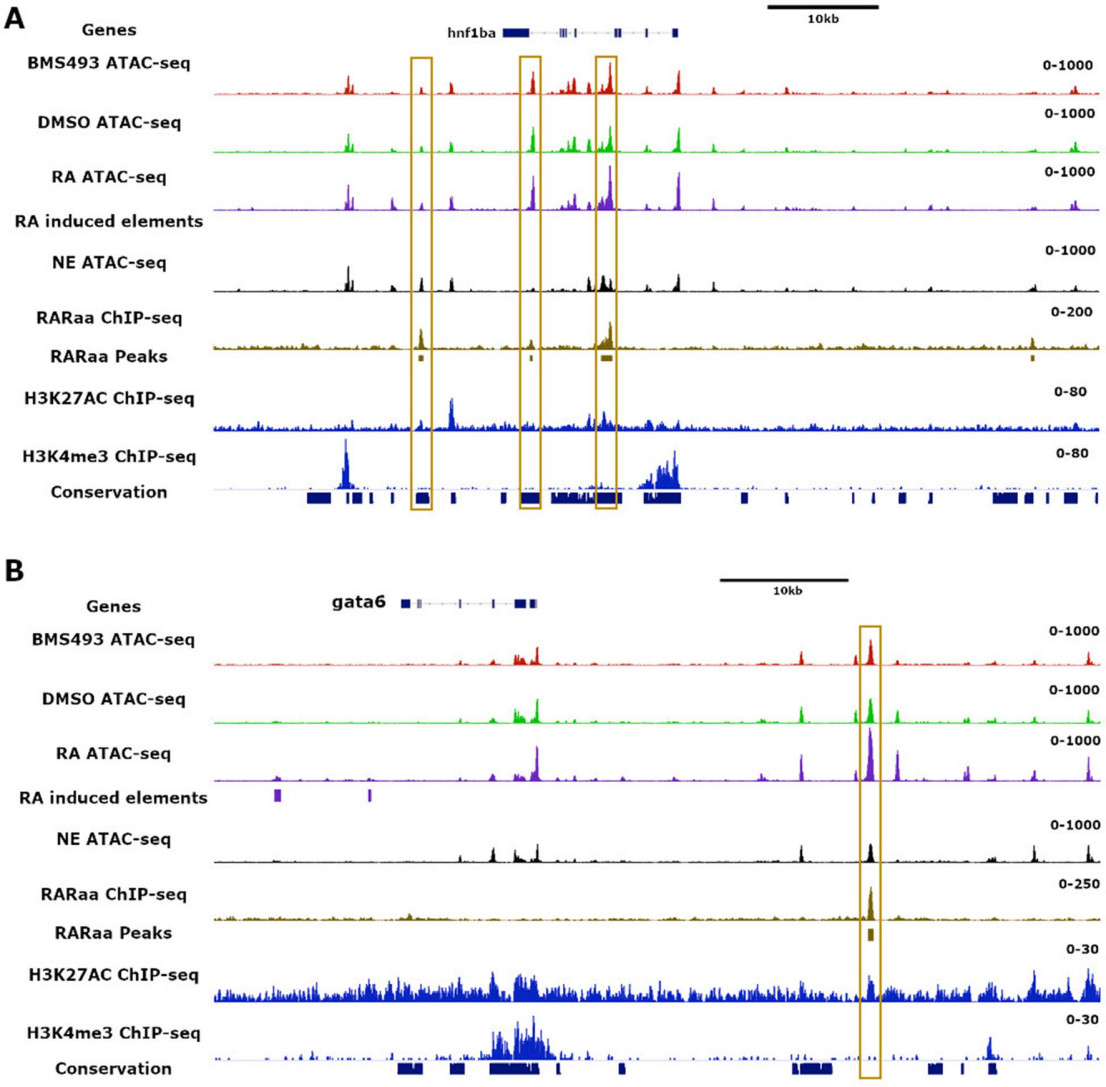
Location of RARa binding sites and of nucleosome-free regions in the *hnf1ba* (panel **A**) and *gata6* (panel **B**) gene loci. Visualization of ATAC-seq reads from the merged 3 replicates obtained from endoderm treated with BMS493, DMSO or RA and from non-endodermal cells (NE), in addition to tracks showing RARaa binding sites, H3K27Ac and H3K3me3 marks determined by ChIP-seq. Regions showing conservation of genomic sequences among 5 fish species are also shown by blue boxes below the tracks. The RAR binding sites are highlighted by gold boxes.

## Discussion

In this study, we have used an integrative genomic approach to identify the genes regulated directly and indirectly by RA signalling in the endoderm at the end of gastrulation and notably involved in the specification of pancreatic progenitors. RNA-seq data performed on FACS-selected endodermal cells identified genes with enriched expression in endoderm and regulated by RA signalling. This gene set includes many genes previously shown to be regulated by RA in other germ layers like *hox*, *nr2f*, *cyp26a1*, *dhrs3* or *hnf1b* genes^16, 17, 22, 25, 37^ indicating that the regulatory network triggered by RA is shared, at least partially, between the three germ layers. Analysis of the zebrafish RAR cistrome at the end of gastrulation confirms *hox* genes as direct RAR targets^17^, acting on the anterio-posterior patterning of the endoderm, but the data also pinpoint 4 direct RAR target genes (i.e. *mnx1*, *hnf1ba*, *gata6* and *insm1b*) known to play a crucial role in pancreas development. Analysis of the nucleosome-free regions upon RA/BMS493 treatments reveals that, in addition to RAR, Gata and Hnf1b factors are the major transcription factors driving the increase in chromatin accessibility at numerous regulatory regions in endodermal cells. All together, these data indicate that Gata6 and Hnf1ba, which are directly regulated by RAR, activate in a second step the expression of many genes. Previous studies on Xenopus embryos showed the role of Ndrg1, Hnf1b and Fzd4 downstream of RA signalling for the specification of pancreatic field^18, 26^. Our study confirms the conserved role of *hnf1ba* in zebrafish endoderm; in contrast, the zebrafish *fzd4* ortholog was not found to be regulated by RA in endoderm nor other *fzd* paralogs. As for the zebrafish *ndrg1a* gene, it is induced by RA in zebrafish embryos but does not harbour any RAR site in its genomic loci revealing an indirect regulation by RA signalling in zebrafish.

The treatment of embryos with exogenous RA leads to a similar number of up- and down-regulated genes; in contrast the treatment with the pan-RAR inverse-agonist BMS493 mostly causes down-regulation of genes. Such difference can be explained by the mode of action of BMS493 which stabilizes the association of RAR with its co-repressors NcoR/Smrt^38^. In contrast, RA causes mainly a release of co-repressors and the recruitment of co-activators. Most RA-downregulated genes detected in the present study likely represent indirect RAR targets such as genes expressed in anterior endodermal cells whose fate is modified upon RA treatment. This could be the case for the *nkx2.1*, *nkx2.3, nkx2.7* and *tbx1* genes known to be expressed in the anterior endoderm and which are downregulated upon RA treatment and do not contain any RAR site in their genomic loci. We also observed that the number of genes regulated by BMS493 was much lower compared to the number of RA-regulated genes. This raises the concern that the RAR activity could not be totally blocked by the BMS493 treatments. However, at the BMS493 dose used in this study (1 µM), most of the RAR activity should be blocked according to previous dose–response studies^39^. The action of BMS493 as inverse-agonist should repress all direct target genes. Such difference in the number of BMS493- versus RA- regulated genes can be explained by considering that a large proportion of RAR direct target genes are still in a repressed state in the (DMSO-treated) control embryos. This could be due to the low proportion of endodermal cells receiving the endogenous RA signal. Indeed, BMS493 will affect only the cells under endogenous RA signalling (i.e. mid-trunk) while ectopic RA treatment affects all the other endodermal cells. In addition, a down-regulation is more difficult to detect for the genes having a low basal expression level or for genes expressed in a few endodermal cells. Another study comparing gene expression upon agonist (RA) versus inverse-agonist (AGN193109) also revealed less genes affected by the inverse-agonist^23^, likely for the same reasons.

In our study, we also determined the RAR cistrome at the end of zebrafish gastrulation to identify RAR direct targets. Comparison of the zebrafish RAR cistrome with the RAR cistrome of murine embryonic F9 cells^19^ identified 722 out of 2144 genes harbouring RAR sites in both zebrafish and mice, among which are several *Hox*, *Cyp26a1*, *Meis* and *Nr2f* genes, as well as the 4 pancreatic regulatory genes *Mnx1*, *Gata6*, *Hnf1b* and *Insm1*. This conservation is further supported by the location of many RAR sites in CNEs revealing an evolutionary constraint to maintain these RAR sites. However, the majority of the zebrafish and murine RAR binding sequences could not be aligned. For example, the two RAR sites located near the zebrafish *hnf1ba* and the murine *Hnf1b* genes are both located in fish and mammalian CNEs, respectively; these two RAR sites have also similar location in the murine and zebrafish genes (i.e. in the 4th intron and downstream the Hnf1b gene) but the zebrafish and murine RAR site sequences are too divergent to be aligned. We can nevertheless reasonably assume that these RAR sites have a common origin and function.

Interestingly, 24 RAR sites were found in extremely conserved non-coding regions and sequences could be aligned from zebrafish to human. This is the case for RAR sites located in some *hox* clusters^17^, near *meis2*^25^, *nrip1a*, *ncoa3* and in the *skap1* gene (this study). Such high conservation suggests that the level of expression of these RA target genes must be precisely controlled. We show in the present study that the highly conserved RAR site in the 4th intron of the zebrafish *skap1* gene drives expression in the neural tube and gut in a pattern reminiscent to *hoxb1b* expression, suggesting that this RARE controls the expression of the neighbouring *hoxbb* cluster. This is further supported by recent chromosome conformation capture (Hi-C) data obtained from adult zebrafish muscle tissue^40^; mining these data show that the 4th intron *skap1* CNE interacts with several *hoxbb* genes (not shown). Thus, this indicates that *hox* regulation by RA involved additional RAR sites located very far downstream from the *HoxB* cluster (i.e. more than 200 kb in the murine and human genome). This observation also reveals that the assignment of RAR sites to the closest neighbour could result in some incorrect links between RAR sites and their putative target genes. To improve RAR-gene assignment, ChIP-seq should ideally be combined with HiC on zebrafish gastrula. Still, we think that our strategy enabled to accurately define the majority of RAR-gene assignments as revealed by the correlation found between RA gene induction and the number of nearby RAR sites.

Our study also highlights that RA modifies the accessibility of thousands of genomic regions in zebrafish endodermal cells. The modest effect of BMS493 on chromatin is probably due to the small proportion of endodermal cells under the influence of endogenous RA, as already discussed above for the RNA-seq data. 

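Regions called in the 3 DMSO samples and in no RA sample were compared with RAR sites in the same way as the RA-induced ones. Of 271 such regions on the chromosomes with complete RAR lists, 2 (0.738%, Wilson 95% confidence interval 0.203 to 2.65) overlapped a RAR site with a score above 50, against 1.90% of the regions called in both conditions (Fisher's exact test, two-sided p = 0.255). With lists of the same length it was 5 of 451 (1.11%, Fisher's exact test p = 0.0373). Of the regions that limma ranked lower in RA, 0 of 23 did (Wilson 95% confidence interval 0 to 14.3, Fisher's exact test p = 1), and 3 of 230 (1.30%, Fisher's exact test p = 0.3) with lists of the same length, both chosen after seeing the data. Of 587 regions called in the 3 BMS493 samples and in no RA sample, 4 (0.681%, Fisher's exact test p = 0.03) did. The 2 RAR sites called in the 3 DMSO samples and in no RA sample were picked out after their values were seen. One lies on chromosome 12 from 44117719 to 44118112 with a score of 539, and the other on chromosome 14 from 26252608 to 26252914 with a score of 76. All NE samples called both, and with lists of the same length only the first was still called in 3 DMSO samples and in no RA sample. Among 85 RA-repressed peaks of Table S8 on these chromosomes, 1 overlapped a RAR site.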

Interestingly, about 10% of the sequences showing increased accessibility upon RA treatment correspond to RAR binding sites, while no RAR site shows reduced accessibility upon RA treatment. This observation supports the classical model where, upon RA binding, the RAR–RXR complex interacts with coactivators recruiting HAT which open chromatin structure^2^. 

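The sites in Table S5 that are assigned to a gene stimulated by RA lie at 191 different positions. All 3 RA samples called 141 of them (73.8%), and all DMSO and BMS493 samples called 86 (45.0%). Only 5 were called in the 3 RA samples and in no DMSO sample, or 15 with lists of the same length, and 17 were called in RA and in no BMS493 sample. No sample called 12 of the 191 positions.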

Still, many RAR sites display the same chromatin accessibility despite strong activation of nearby genes by RA treatment. 

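The share of the 1150 RAR sites with a score above 50 that a sample called was 55.0% ± 7.29 (SD, n = 3) in BMS493, 56.8% ± 13.2 in DMSO, 67.7% ± 5.68 in RA and 67.3% ± 6.89 in NE. RA exceeded DMSO by 11.0 percentage points, within the spread of the DMSO samples (exact two-sided permutation test, p = 0.2). In lists of the same length, the shares were 41.7% ± 1.37 in BMS493, 44.4% ± 2.44 in DMSO, 53.8% ± 2.88 in RA and 51.2% ± 2.40 in NE. The RA mean then exceeded the DMSO mean by 9.33 points, and each RA sample lay above each DMSO sample (exact permutation test, p = 0.1). All 6 DMSO and BMS493 samples called 406 of the sites (35.3%), and all 12 samples called 366 (31.8%).

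**Figure D2:**
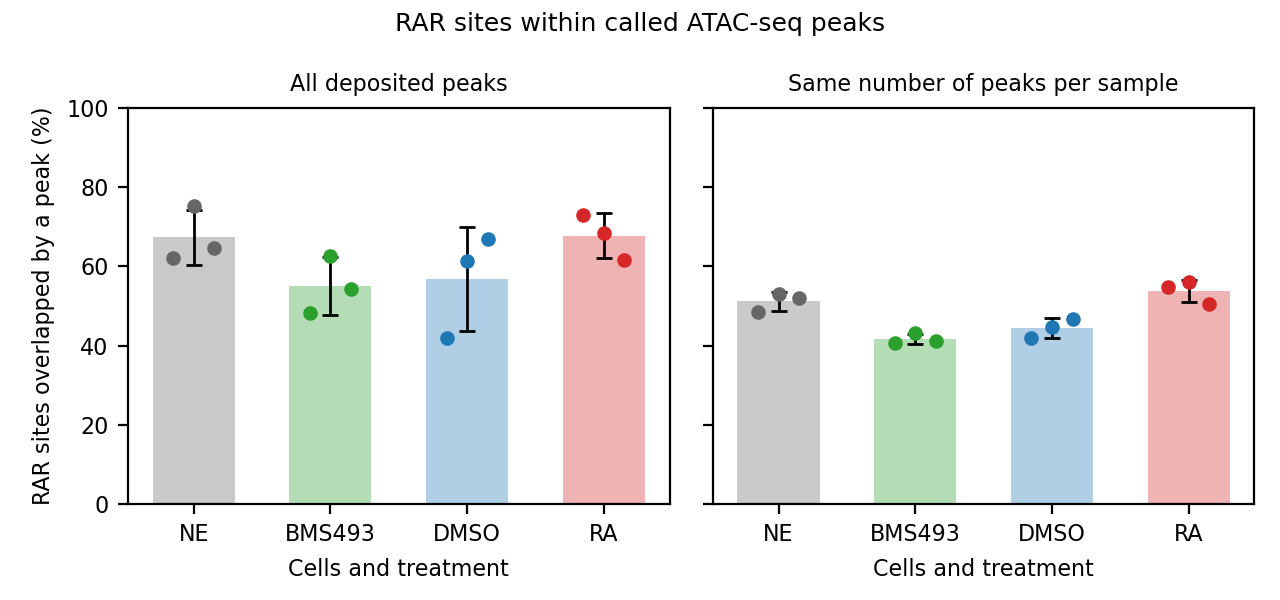
Share of the 1150 RAR sites that each sample called, in percent, by condition, from the deposited lists and from lists of the same length, with means of 3 samples as bars, SDs as error bars and samples as points. The RA mean lies 11.0 points above the DMSO mean in the deposited lists and 9.33 points above it in lists of the same length.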

In such case, the RAR–RXR complex is often bound to a nucleosome-free region, even without RA signalling (i.e. upon DMSO- or BMS493-treatments), indicating that RAR–RXR regulates transcription through a mechanism other than changing chromatin structure. 

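Of the 1150 RAR sites, 29 (2.52%) were called in the 3 RA samples and in no DMSO sample, and 2 (0.174%) in the 3 DMSO samples and in no RA sample. Against BMS493, 62 sites (5.39%) were called in the 3 RA samples and in no BMS493 sample. The opposite held for 3 sites (0.261%), which were picked out after their values were seen and start at 44117719 on chromosome 12, at 35563380 on chromosome 13 and at 35771618 on chromosome 16. In lists of the same length, 33 sites (2.87%) were called in RA and not in DMSO and 66 (5.74%) in RA and not in BMS493.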

The increase of accessibility at 10% of RAR sites still suggests that the RAR–RXR complex contributes to the destabilization of nucleosomal structure at these sites and could act with (or as) pioneering transcription factors^41^.

About 90% of chromatin regions with increased accessibility upon RA treatment do not harbour RAR binding sites but rather contain GATA or HNF1b binding motifs. Both in zebrafish endoderm and in murine embryonic F9 cells, Gata6 and Hnf1b genes harbour RAR sites and are strongly induced by RA. Thus, these two factors seem to act as important effectors of RA signalling by opening chromatin at numerous regulatory regions. Gata6 and Hnf1b have previously been shown to be involved in pancreas development^42–45^ and Gata factors have also been shown to act as pioneering factors^41, 46^. Whether Hnf1b has an intrinsic ability to bind nucleosomal DNA and to open chromatin or whether this requires the involvement of other co-factors remain to be determined.

By determining the transcriptomic landscape and genome-wide chromatin accessibility of endodermal and non-endodermal cells at the end of gastrulation, the present data also provide the lists of genes and regulatory cis-elements specifically active in the endoderm. 

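The RAR site listed for mnx1 lies on chromosome 7 of Zv9 from 42035533 to 42035817, 4518 bp from the TSS, and was called in all 12 samples, NE included. Its mean rank was 72.3 ± 10.0 (SD, n = 3) in NE, 85.3 ± 18.0 in DMSO, 95.4 ± 3.43 in RA and 90.0 ± 8.32 in BMS493. DMSO did not differ from NE beyond the spread between replicates (exact two-sided permutation test, p = 0.4, limma adjusted p = 0.385). All 12 samples still called it with lists of the same length. An RA-induced peak that Table S8 assigns to mnx1, from 42027917 to 42028174, was called in 3 NE, 3 RA, 1 DMSO and 1 BMS493 samples.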

For example, the RAR site located downstream from the *mnx1* gene is located in a region which is nucleosome-free only in the endoderm. Accordingly, our transgenic reporter assay shows that this region drives expression in the posterior endoderm and in the dorsal pancreas. Other endoderm-specific ATAC-seq peaks showed similar endoderm-specific activity (data not shown). Thus, our ATAC-seq data and RNA-seq data allows the genome-wide identification of endoderm specific enhancers. This strategy can also help to assign a regulatory region to its target gene by correlating expression and chromatin structure; the accuracy of such analyses can be increased by including more data from different cell types or from different developmental stages.

In conclusion, the present study provides interesting resources not only to decipher the regulatory network triggered by RA but also to unveil regulatory regions involved in endoderm formation and patterning in zebrafish. Our data confirm the reassignment of anterior endoderm into midtrunk endoderm by RA treatment, as revealed by the downregulation of anterior markers such as nkx2.1, nkx2.3 and nkx2.7 and the up-regulation of most pancreatic regulatory genes. Our data reveal the regulation of many transcription factors, in addition to the hox and meis genes, which are potentially involved in the AP patterning of endoderm; among these many belong to the nuclear receptor superfamily such as *nr2f1a*, *nr2f2*, *nr2f5*, *nr6a1b* genes. All these genes are direct targets of RAR as revealed by the detection of RARa sites in their genomic loci (data not shown). Further analyses are required to determine whether some of these genes are involved in AP endoderm patterning. In contrast, the zebrafish posterior endoderm seems not affected by RA signalling as revealed by the unchanged levels of *foxa3*, *cdx4* or *cdx1a*. Our study underlings the central role of the RA in the specification of the hepatopancreatic region through the direct activation of Hnf1ba and Gata6 factors.

## Materials and methods

### Zebrafish strains, pharmacological treatments and FACS sample preparation

Fish were maintained in accordance with the national guidelines and all animal experiments described herein were approved by the ethical committee of the University of Liege (protocol number 1980). The efficiency of pharmacological treatments was tested on *Tg*(*pax6:GFP*) embryos, allowing a direct visualisation of pancreatic GFP+ cells in living transgenic embryos. These experiments demonstrated the absence of pancreatic cells at 1 µM BMS493 while the most efficient induction of ectopic pancreatic cells in anterior endoderm were observed at 1 µM RA as previously reported^7^. No ectopic pancreatic cells were observed at 25 or 50 nM RA, concentrations usually used in cell culture. The requirement of high RA concentration in zebrafish is probably due to the degradation of exogenous RA by the endogenous Cyp26 enzyme whose expression is induced by RA^27, 28^. Endodermal and non-endodermal cells were obtained using the transgenic line Tg(*sox17*:GFP)^47^. Tg(sox17:GFP) transgenic embryos were incubated with DMSO (0.1% volume) as control, 1 μM RA or 1 μM BMS493 from 1.25 to 11 hpf. Embryos were used either directly at 11 hpf (3-somite stage) or either washed in embryos medium, raised until 13 hpf (8-somite stage) in embryos medium. Embryos were dechorionated, deyolked, dissociated in FACS solution (HBSS without Ca^2+^ and Mg^2+^ and containing 1% BSA) by gentle pipetting and cells were directly sorted by FACS Aria II based on the GFP expression. Sorting was performed as a single run in “purity mode” and three replicates were prepared for each treatment.

### RNA-seq library preparation and data analysis

cDNA was obtained using the SMART-seq2 protocol as recently described^48^. Briefly, each cell preparation was pelleted and lysed in Lysis Buffer by freezing in liquid nitrogen and stored at − 80 °C. Synthesis of cDNA was performed directly on the lysed cells; cDNA were amplified by 10 PCR cycles and purified before assessing their quality on the bioanalyzer (2100 high sensitivity DNA assay, Agilent Technologies). One hundred and fifty pg of cDNA were used as input to prepare the libraries using the Nextera XT DNA kit (Illumina). Seventy five bp single-end sequences were obtained using the NextSeq500 Illumina Sequencer with coverage of about 20 million reads per library.

Raw reads were aligned to the zebrafish genome (Zv9, Ensembl genome version 79, ensembl.org) using STAR software^49^. Normalization and differential expression analysis were performed using DESeq2^50^. Genes were considered differentially expressed with FDR < 0.01 (False Discovery Rate).

### Expression of RARaa-myc in zebrafish embryos

The whole zebrafish RARaa coding sequence was amplified by RT-PCR and inserted into the pCS2MT vector in frame with Myc-epitope tags located at the C-terminal end. The Myc-RARaa mRNA was synthesized from this plasmid by in vitro transcription (mMESSAGE mMACHINE sp6 transcription kit, Invitrogen) and injected into fertilized zebrafish eggs. Validation of Myc-tagged RARaa protein expression was done by western-blotting on cytosolic and nuclear lysate fractions from injected embryos using a ChIP-grade anti-myc antibody (ab9132, Abcam).

### ChIP-seq library preparation and data analysis

About 0.5 nL of myc-tagged RARaa mRNA was injected in zebrafish fertilized eggs at a concentration of 70 ng/µL and embryos were incubated until they reached bud stage (10.5 hpf, end of gastrulation). RA was added to the medium at that stage for inducing RAR binding (Chatagnon et al. 2015) and embryos were grown for an extra hour. Around 2000 injected embryos were used for chromatin immunoprecipitation essentially as previously described^51^ and fixed with 1.85% PFA for 10 min. Diagenode Bioruptor sonicator was used for chromatin shearing. Dynal Protein A magnetic beads (Diagenode) and ChIP-graded anti-myc antibody (ab9132, Abcam) were used for the immunoprecipitation, an aliquot of chromatin being taken before the immunoprecipitation step and used as negative control. Libraries were prepared with the NEBNext Ultra II DNA Library Prep kit (Bioke). Forty two bp pair-end sequences were obtained using the NextSeq500 Illumina Sequencer with coverage of 60 million reads per library.

Raw reads were mapped to the zebrafish genome (Zv9) using bowtie2^52^ using the settings "--threads 3 --very- sensitive". Enriched peaks were called using MACS2^53^ with the following settings : callpeak --gsize 1.4e9 -- nomodel --call-summits --qvalue 0.05. Motif enrichment analysis was performed using HOMER^54^ adding a motif length from 6 to 18 bp, to ensure the inclusion of the different RARE. Annotation of peaks was done using ChIPseeker^55^.

### ATAC-seq library preparation and data analysis

After isolation by FACS, cells were pelleted and ATAC-Seq libraries were prepared as described elsewhere^56^. Libraries were sequenced 42 bp paired end using the NextSeq500 Illumina Sequencer with coverage of 40 million reads per library. Three replicates were prepared for each condition.

Raw reads were mapped to the zebrafish genome (Zv9) using bowtie2^52^ with the following settings : --threads 3 --very-sensitive --maxins 2000 --no-discordant. ATAC-seq peaks were identified using MACS2^53^ with the settings: --nomodel --shift 40 --extsize 80 -q 0.05 --gsize 1.4e9. 

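The headers of the deposited lists give version 2.1.1.20160309 of MACS2, a q-value threshold of 0.05 and at most 1 tag kept per position. By this rule, 23% to 54% of the tags of a sample were redundant. The median width of a peak was 158 to 197 bp per sample. A −log10(q) of at least 3 was met by 44676 to 130143 peaks per sample. For any pair of lists, at most 0.07% of the peaks, relative to the shorter list, had the same start and end in both.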

Histone modification peaks were obtained from available datasets (GEO accession number GSE48254)^36^ as well as the zCNEs^34^. Quality assessment of ATAC-seq libraries was performed with ATACseqQC^57^. ChIPpeakAnno^58^ was used to create the density and heatmap plots. Enriched peaks for ATAC-seq datasets were called using MACS2. Peaks showing different signal among ATAC-seq samples were identified with DiffBind^59^. 

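The reads are not in the files, so that read density per region could not be taken up and the percentile ranks stand in its place. Of the merged regions, 156613 were called in at least 2 of the 12 samples. All 1999 endoderm peaks in the available text of Table S7 have the start and end of a merged region, as do 1998 of 1999 non-endoderm peaks. The same holds for 1997 of 1999 RA-induced and 247 of 247 RA-repressed peaks of Table S8. Each of these was called in at least 2 samples.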

Briefly, the density of mapped reads was calculated for each of the 156,604 regions obtained by merging the peaks obtained for each of the 12 individual samples and differential analysis was performed in these regions to identify the regions with differentially opened chromatin in each condition. Motif enrichment analysis for each set of treatment specific peaks was performed using HOMER^54^. Annotation of peaks was done using the ChIPseeker^55^.

### Data integration and visualization

To study the correlation of ATAC-seq/ChIP-seq and RNA-seq a Student’s *t* test was performed to compare the read counts in RNA-seq of each gene and the transcription start site (TSS) accessibility in ATAC-seq/ChIP-seq. Correlation of flanking treatment/cell specific and common ATAC-seq elements, as well as, ChIP-seq peaks and log2 fold change from RNA-seq was analysed by Spearman’s rank correlation.

### Generation of zebrafish transgenic reporter lines

The sequences containing the RAR binding sites downstream from the mnx1 gene and in the 4th intron of skap1 gene were amplified by PCR (primers for mnx1: AATGTACAATTGATCCCATTCGG and TAAACTTTATCACTGTGTCAGATCA; primers for skap1: AGGGGAAATTGACTGTGTCTTGCT and TCAACCAGGCCATTCCAAGTGA). These fragments of respectively, 441 bp and 812 bp, were inserted in topo-GW plasmid and transferred upstream of the c-fos minimal promoter followed by EGFP coding sequences (pGW-cfosEGFP plasmid)^60^ by gateway LR recombination. The purified RAR-mnx1:GFP and RAR-skap1:GFP transgene flanked by Tol2 inverted repeats were injected into 1–2-cell zebrafish embryos with Tol2 transposase mRNA. Embryos presenting GFP expression were raised to adulthood and crossed to generate the stable transgenic lines Tg(DR5-RAR-skap:GFP)^ulg66^ and Tg(RAR-mnx1:GFP)^ulg67^. For both transgenes, several lines were analyzed and showed similar expression pattern indicating that expression results from the inserted RAR fragment and not from the transgene insertion sites. GFP expression from the stable transgenic embryos were analyzed with a Leica fluorescence stereomicroscope.

### Ethical approval

All animal experiments were conducted according to national guidelines and were approved by the ethical committee of the University of Liège (protocol numbers 1980). The raw datasets generated in the current study have been deposited on (GEO) (GSE168969) (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE168969). This study is reported in accordance with ARRIVE guidelines.

## Supplementary Information

Supplementary Table S1.

Supplementary Table S2.

Supplementary Table S3.

Supplementary Table S4.

Supplementary Table S5.

Supplementary Table S6.

Supplementary Table S7.

Supplementary Table S8.

Supplementary Information.

## Data Availability

All data generated and analysed in this study are available in the supplemental tables. The raw RNA-seq, ChIP-seq and ATAC-seq data have been deposited on Gene Expression Omnibus (GEO) (GSE168969) (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE168969).

# Supplementary material for: Identification of downstream effectors of retinoic acid specifying the zebrafish pancreas by integrative genomics
**Source:** Sci Rep. 2021 Nov 22;11:22717. doi: 10.1038/s41598-021-02039-y
**Supplement:** Supplementary file 9 — Supplementary Information.

Supplementary informations : Ana R. Lopez-Perez et al.,

“Identification of downstream effectors of retinoic acid specifying the zebrafish pancreas by integrative genomics.”

**Supplementary Figures :**

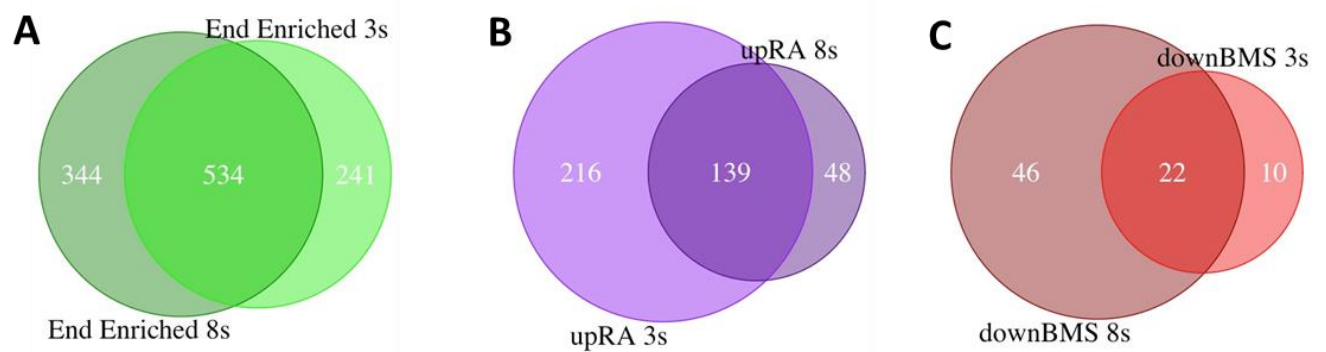

**Suppl. Figure 1 : Overlap in the sets of genes showing endoderm-enriched expression and regulation by RA signalling at 3- and 8- somites stages.**

Venn diagrams revealing the overlap in the set of genes with endodermal enriched expression (A), up-regulated by RA (B) and down-regulated by BMS493 (C) at 3- and 8-somites stages.

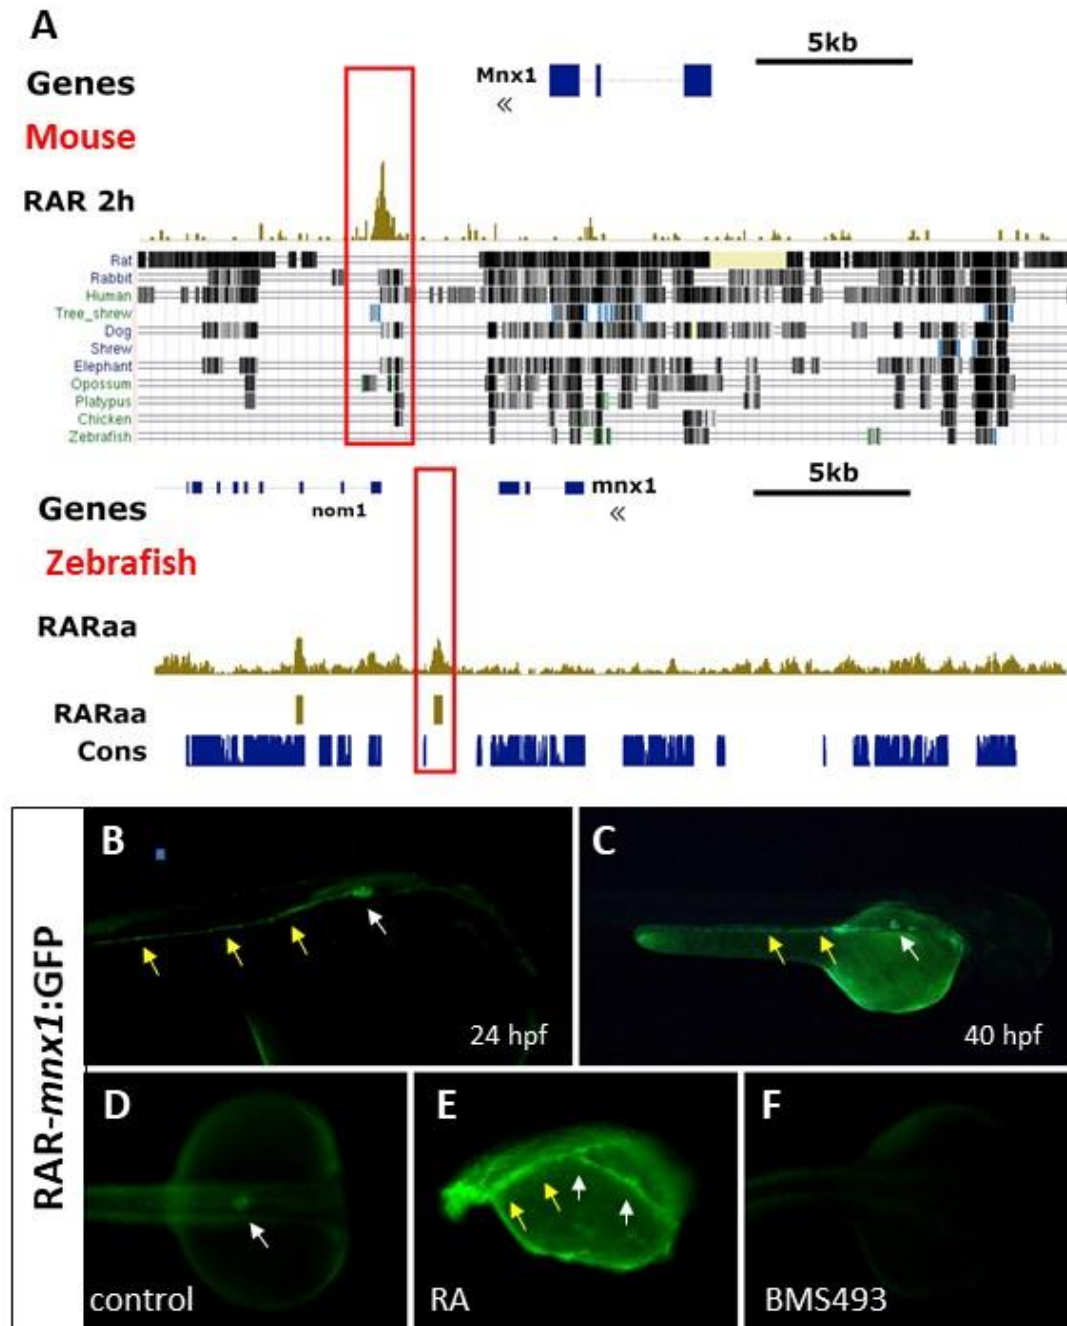

**Suppl. Figure S2. A RAR binding site is located at an equivalent place downstream the zebrafish and murine *mnx1* gene.**

(A) Genome browser views of the *Mnx1* gene locus in mouse (upper panel) and in zebrafish (lower panel) showing the presence of a RAR binding site downstream the gene by ChIP-seq analysis (gold tracks) and located at the border of a conserved regions. Sequence conservation is highlighted below the murine ChIP-seq peaks through the comparison with several vertebrate species (data from UCSC genome browser) as well as by the fish conserved genomic regions (“Cons. track” in blue). (B-F) The *mnx1* RAR element is able to target GFP reporter expression in the dorsal pancreas (white arrow) and in the posterior gut (yellow arrows) in zebrafish transgenic assays at 24hpf (B) and 40hpf (C) stages. GFP expression is slightly increased by RA (panel E) and switch off by BMS493 (panel F) (treatments being performed during gastrulation).

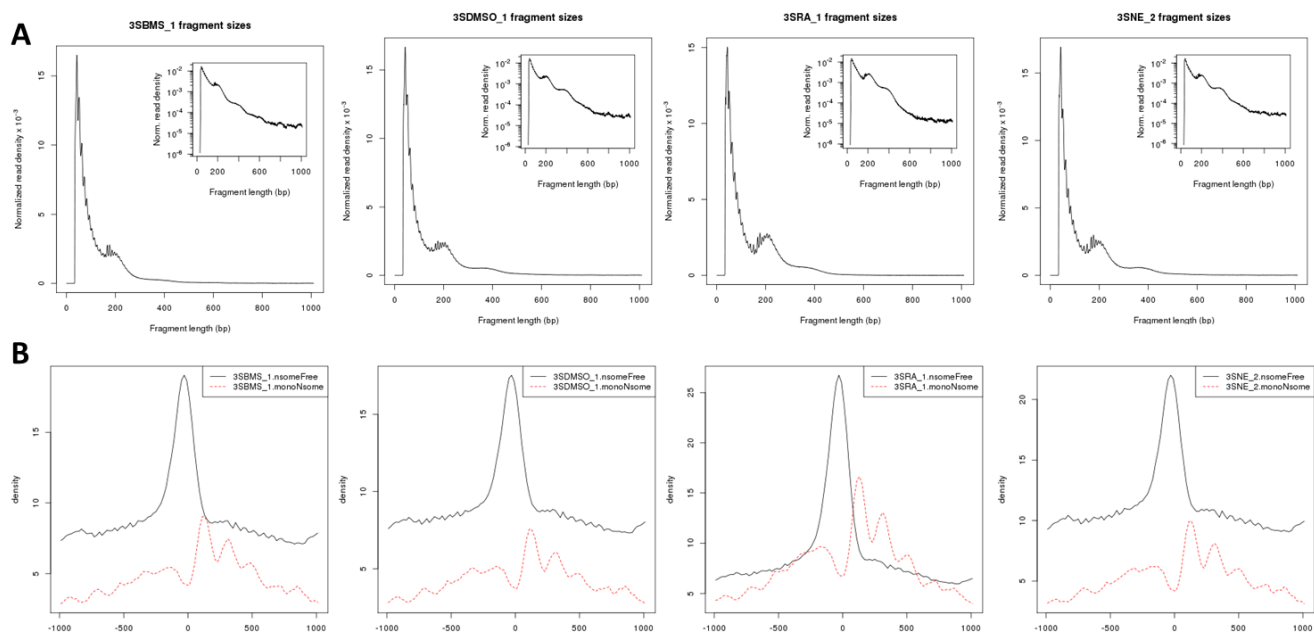

**Suppl. Figure S3. Distribution of ATAC-seq fragments**

(A) Fragment length distribution obtained by ATAC-seq for one replicate of each condition : BMS493-, DMSO-, RA-treated endodermal cells and non-endodermal cells. Fragments with size below of 180 bp derive from nucleosome-free regions; the second peak with length size of about 200 bp derive from mononucleosome region. (Inset) log-transformed histogram showing monomer and dimer of nucleosomes. (B) Distribution of reads around ENSEMBL-annotated transcription start sites (TSS, centered at 0) for nucleosome-free fragments (i.e. <180bp)(black line) and for mono-nucleosome fragments (i.e. +-200 bp)(red line). As expected, sequences just upstream TSS are enriched in nucleosome-free fragments while mononucleosomes lie downstream TSS with a periodicity.

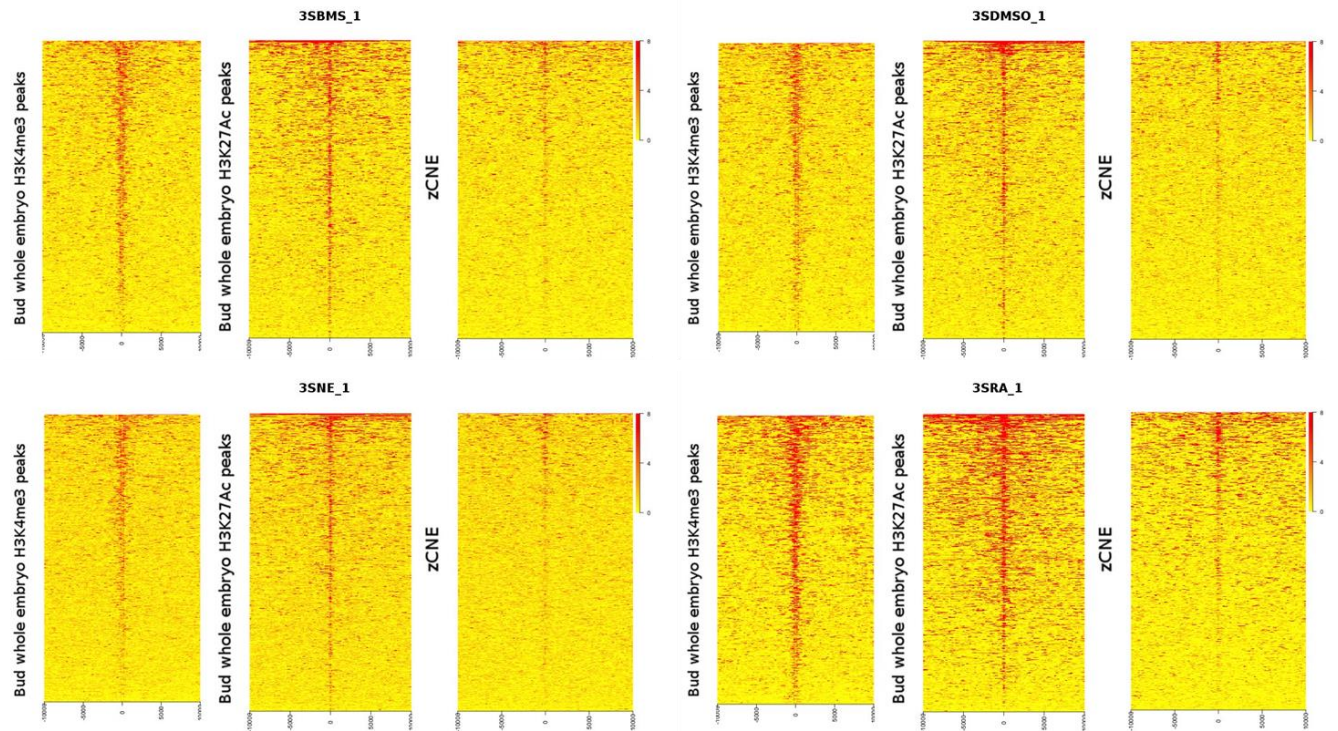

**Suppl. Figure S4. ATAC-seq fragments display hallmarks of regulatory regions.**

Heat-maps showing enrichment of ATAC-seq reads at the middle of chromatin regions harbouring H3K4me3 and H3K27Ac epigenetic marks and at genomic areas corresponding to fish conserved non-coding elements (zCNE). The maps display intervals flanking 10 kb up and downstream of the features. The heat-map plots display the analysis for the 12 ATAC-seq samples obtained at 3-somites stage with endodermal cells treated with BMS493 (3SBMS), with DMSO (control)(3SDMSO), with RA (3SRA) and obtained with non-endodermal cells (3SNE).

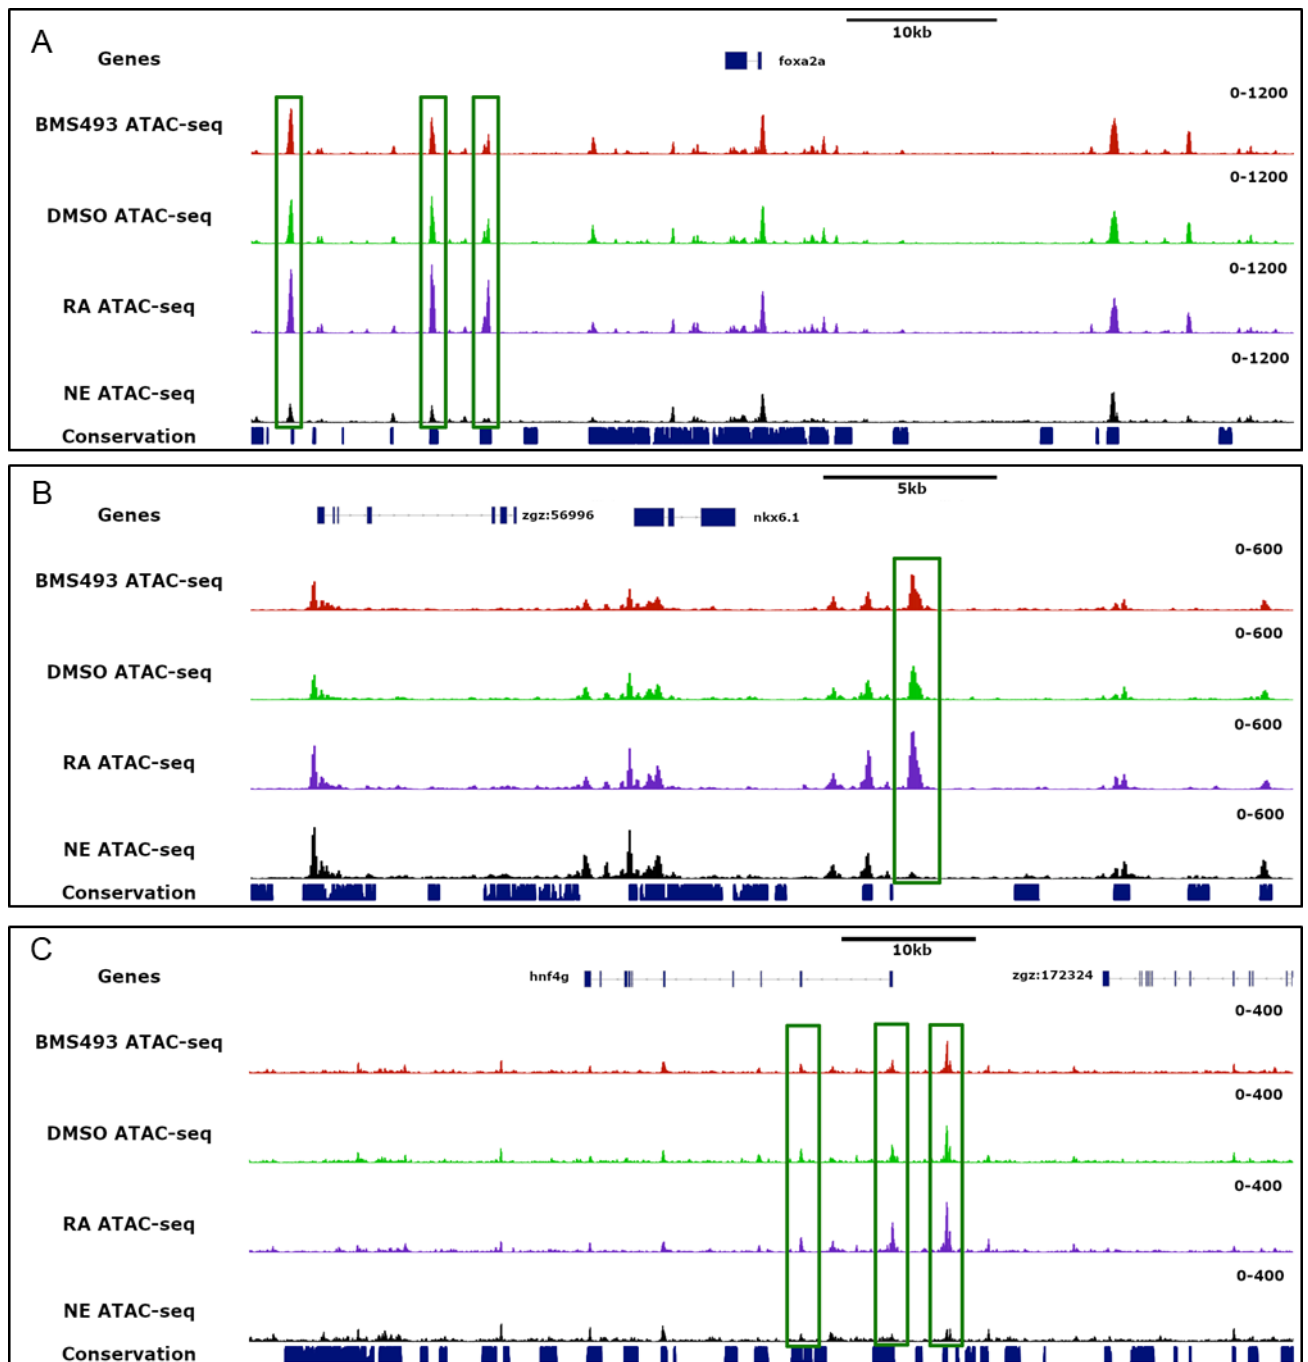

**Suppl. Figure S5: Presence of endoderm-specific ATAC-seq peaks in genomic loci harbouring endoderm and pancreatic regulatory genes.**

Gene browser views of the *foxa2* (A), *nkx6.1* (B) and *hnf4g* (C) genomic loci displaying ATAC-seq peaks obtained from endoderm (track1 : treated with BMS493), (track2 : treated with DMSO ), (track3: treated with RA ) and non-endodermal cells (track4 : NE treated with DMSO). Track5 displays conserved genomic sequences (phastcons). The ATAC-seq peaks shown in green boxes are endoderm-specific.

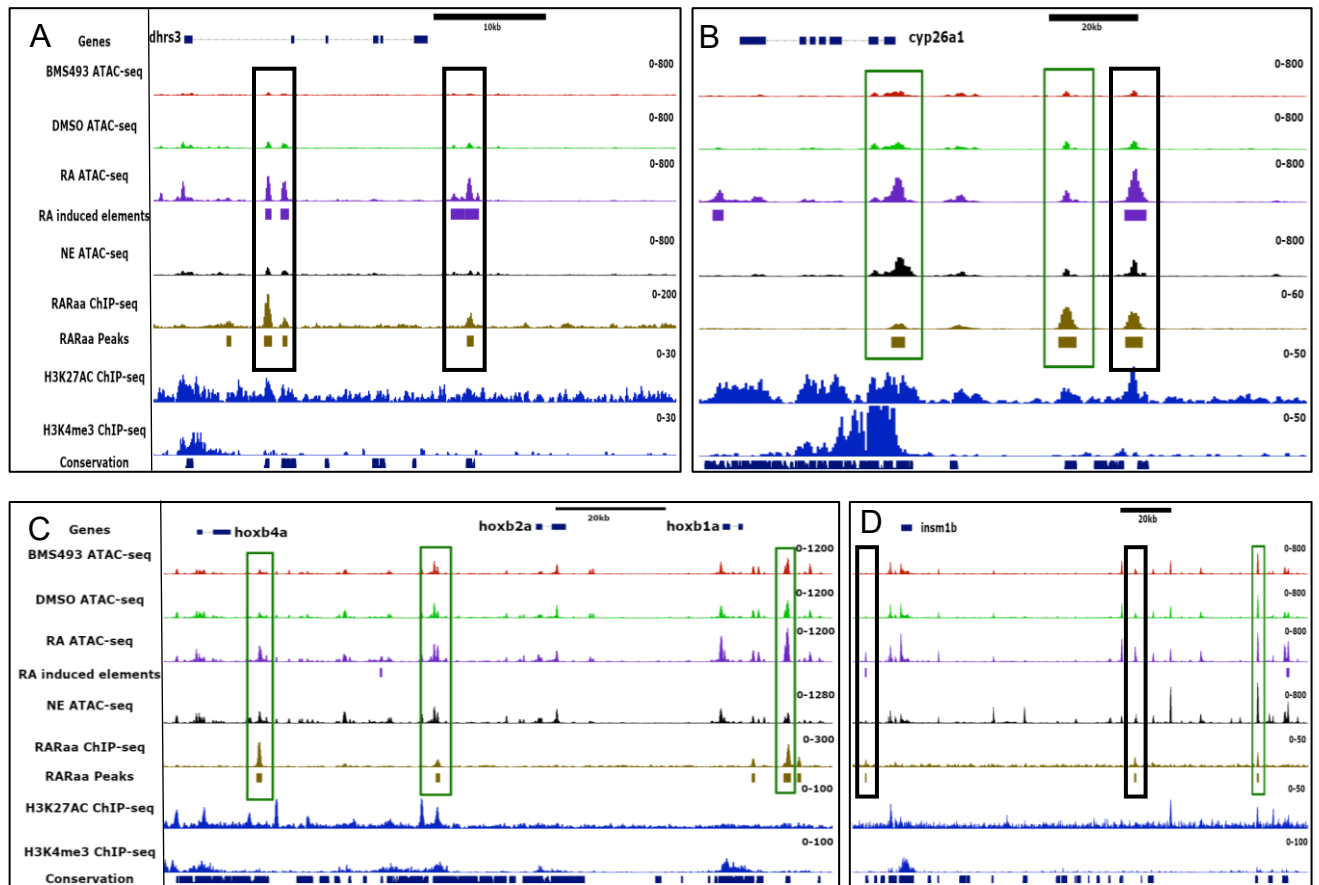

**Suppl. Figure S6. Chromatin accessibility is increased at some RAR binding sites upon RA treatment.**

Gene browser views of the direct RAR target genes *dhhrs3a* (A), *cyp26a1* (B), *hoxb1a* (C) and *insm1b* (D). Each panel displays the ATAC-seq peaks from endoderm treated with BMS493 (track1), with DMSO (track2) and with RA (track3) and non-endodermal cells (NE)(track 5). RARaa ChIP-seq (track 6), H3K27Ac (track8) and H3K4me3 (track9) ChIP-seq peaks are indicated. The RA induced elements from ATAC-seq and RARaa ChIP-seq are shown in tracks 4 and 7, respectively. The RAR binding sites which are more accessible upon RA treatment are shown by black boxes (FDR<0,05). The green boxes highlight the RAR sites whose chromatin accessibility is not significantly modified by RA treatment (FDR>0,05).

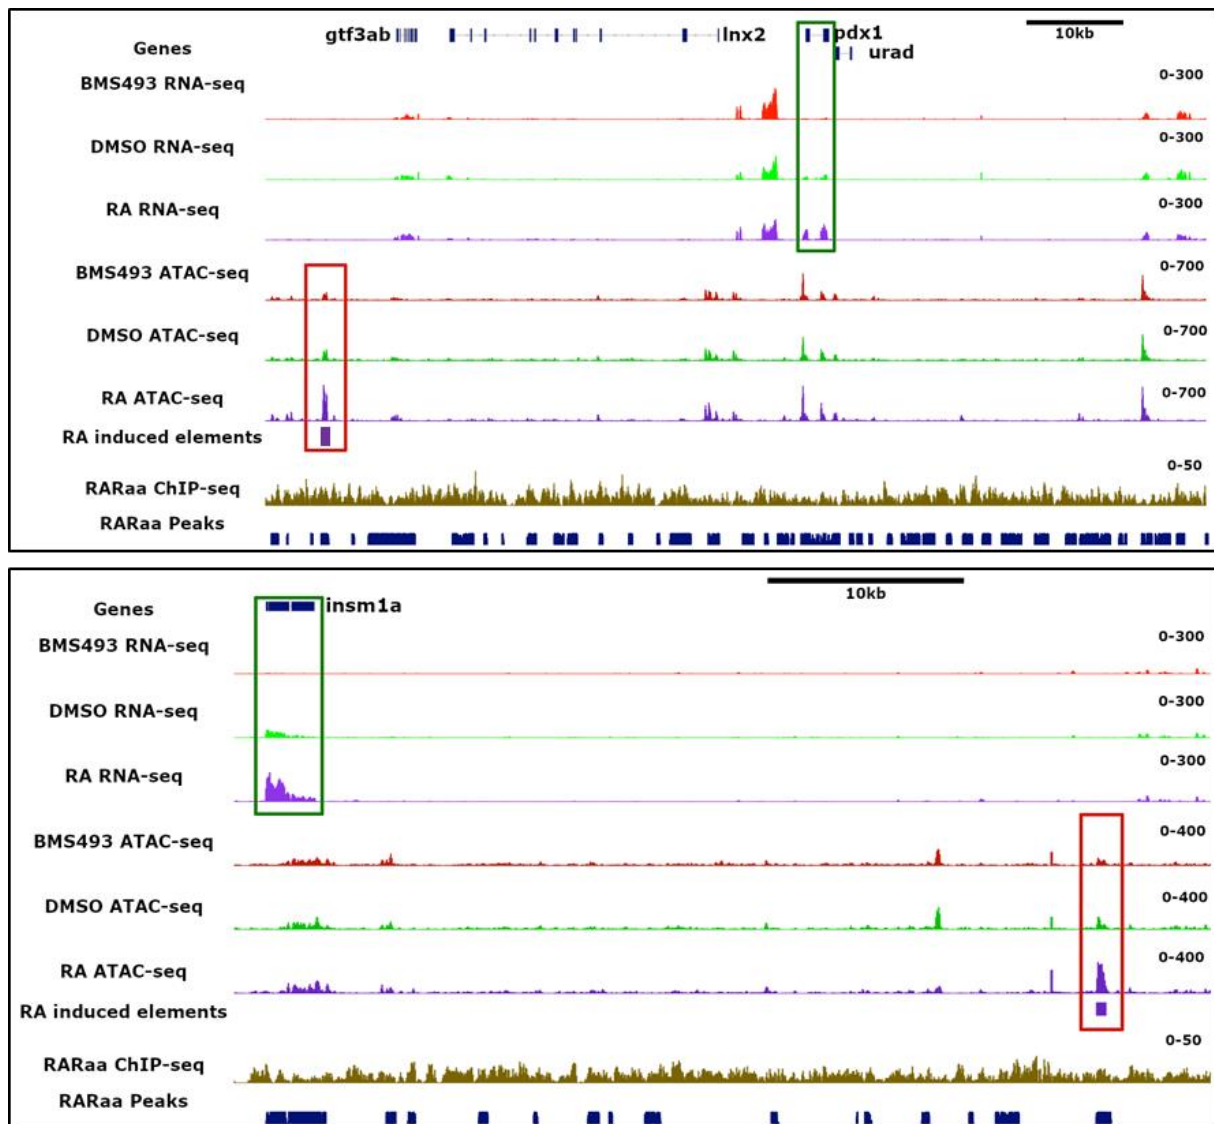

**Suppl. Figure S7 : Nucleosome-free regions induced by RA treatment near the *pdx1* and *insm1a* genomic loci.**

The first 3 tracks show RNA-seq reads from endoderm treated by BMS493 (track1), by DMSO (track2) and by RA (track3). The green boxes highlight the increase of *pdx1* mRNA (upper panel) and *insm1a* mRNA (lower panel). The tracks 4 to 7 show the ATAC-seq peaks from endoderm treated by BMS493 (Track4), by DMSO (track5) and by RA (track6). Track 7 indicates the peaks induced by RA treatment and track8 shows absence of RAR ChIP-seq peak. The red boxes highlight the peaks induced by RA treatments. The two RA-induced elements display sequence conservation as shown in the phastCons track (track9)(blue boxes).

## **Supplementary Tables :**

### **Suppl. Table S1: List of genes having significant enriched expression in endodermal cells at 3-somites stage (excel sheet 1) and at 8-somites stage (excel sheet 2).**

The enrichment is given by log2 of fold change (FC)(RA versus DMSO) with the fold discovery rate (FDR). Normalized level of expression is given in count of reads per million (CPM) for the DMSO and RA treatments. Enriched genes were selected with a FDR<0.01.

### **Suppl. Table S2: List of genes regulated by RA treatments at 3-somites stage (excel sheet 1) and at 8-somites stage (excel sheet 2).**

The enrichment is given by log2 of fold change (FC)(RA versus DMSO) with the fold discovery rate (FDR). Normalized level of expression is given in count of reads per million (CPM) for the DMSO and RA treatments. RA-regulated genes were selected based on FDR <0.01.

### **Suppl. Table S3: List of genes regulated by BMS493 treatments at 3-somites stage (excel sheet 1) and at 8-somites stage (excel sheet 2).**

The enrichment is given by log2 of fold change (FC)(BMS493 versus DMSO) with the fold discovery rate (FDR). Normalized level of expression is given in count of reads per million (CPM) for the DMSO and BMS493 treatments. BMS493-regulated genes were selected based on FDR <0.01.

### **Suppl. Table S4: List of RAR binding sites identified by ChIP-seq.**

Location of all 4750 RARa ChIP-seq peaks is given by their coordinates (start, end and width of peaks) on each zebrafish chromosome.

### **Suppl. Table S5: List of genes regulated by RA treatment and harbouring a RARa sites in their genomic vicinity.**

Location of ChIP-seq peaks and the associated genes is given by their coordinates on each chromosome. Gene identity is given by their Ensembl ID, transcript ID and gene name. The location of the RAR ChIP-seq peaks and the distance from their assigned gene is given in columns I and J,

respectively. Sites assigned to a gene stimulated by RA are given in excel sheet1; RAR sites assigned to a repressed gene are given in excel sheet 2.

**Suppl. Table S6: List of RARa binding sites located in zCNE.**

Location of zebrafish (excel sheet 1) and murine (excel sheet 2) RARa sites which are located in evolutionary conserved genomic sequences, with their assigned gene (given by Ensembl ID and gene name). Coordinates of ChIP-seq peaks (columns A-D), their location and distance to the assigned gene TSS are given in column I and J. The RARa sites located in highly conserved sequences from fish to mice are indicated in column L (excel sheet 1).

**Suppl. Table S7: List of ATAC-seq peaks specifically identified in endodermal or non-endodermal cells.**

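The available text of Table S7 holds 1999 endoderm and 1999 non-endoderm peaks, which is a part of each sheet. The DMSO samples called 92.8% ± 9.56 (SD, n = 3) of the endoderm peaks, the RA samples 87.9% ± 6.66, the BMS493 samples 92.2% ± 2.92 and the NE samples 23.2% ± 8.63. The non-endoderm peaks were called at 98.7% ± 1.35 in NE, 28.3% ± 15.8 in DMSO, 25.2% ± 6.77 in RA and 29.9% ± 10.8 in BMS493. DMSO and NE thus differed by 69.6 points for the first set and by −70.4 for the second (exact two-sided permutation tests, p = 0.1 each, the smallest that 3 samples against 3 allow). The peaks were chosen by the authors on the same samples, so that these values describe the sets and are no independent test.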

Location of ATAC-seq peaks identified specifically in endoderm (sheet 1) or non-endoderm (sheet2) is given by their coordinates (start, end and width of peaks) on each chromosome. Peaks enriched in each cell type were selected based on  $FDR < 0.05$ .

**Suppl. Table S8: List of ATAC-seq peaks affected by RA treatments.**

Location of ATAC-seq peaks induced (sheet 1) and repressed (sheet 2) by RA treatments is given by their coordinates on each chromosome. 

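Of the 1999 RA-induced peaks in the available text of Table S8, the RA samples called 92.0% ± 1.93 (SD, n = 3), the BMS493 samples 26.3% ± 4.49, the NE samples 33.4% ± 9.66 and the DMSO samples 41.7% ± 21.1. The DMSO replicates ranged from 17.8% to 57.5%. Of the 247 RA-repressed peaks, the RA samples called 18.8% ± 9.57, the BMS493 samples 76.9% ± 10.9, the NE samples 50.3% ± 11.0 and the DMSO samples 66.8% ± 24.3. RA and BMS493 differed by 65.6 points for the induced and by −58.2 for the repressed peaks (exact two-sided permutation tests, p = 0.1 each). The authors chose these peaks on the same samples, so that the direction was set beforehand and the differences only describe the sets. When the lists had the same length, 67.5% of the induced peaks were called in RA, 21.7% in DMSO and 13.0% in BMS493.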

The gene assigned for each peak is given by their Ensembl ID and name. Selection of peaks was done based on  $FDR < 0.05$  (RA versus BMS493).

How the deposited data were processed for this re-analysis (not part of the article)

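ATAC-seq was made from 12 samples, 3 each of DMSO-, RA- and BMS493-treated endodermal cells and of the non-endodermal (NE) cells of DMSO-treated embryos. Conditions were taken from the sample labels. The replicate numbers in the headers of the NE lists differ from those in the labels, and the labels were used.

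The authors aligned the reads to Zv9 and called peaks in each sample with MACS2 2.1.1.20160309 without a control library, with reads shifted by 40 bp and extended to 80 bp, at most 1 duplicate per position and a q-value threshold of 0.05. The deposited pileup is a signal, the number of extended tags at the summit, and the authors did not scale it between samples. The deposited fold enrichment is a ratio of this pileup to the local background that MACS2 estimated from the same sample. The deposited p-values and q-values are given as −log10. The deposited lists hold no value where no peak was called, so that neither reads nor signal under the threshold could be examined. Tags per sample are those that the headers give.

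Peaks of all lists were merged into regions where they overlapped by at least 1 bp, with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the merged regions were checked against those of bedtools 2.31.1. A sample called a region when one of its peaks overlapped it. Regions were compared between conditions by presence, as called in every sample of one condition and in none of the other, without a test per region. They were also compared with limma 3.58.1 in R 4.3.3 on the percentile rank of the pileup within its list. limma fitted all 12 samples together on the regions called in at least 3 samples, with the trend and robust options of its empirical Bayes step, and a Benjamini-Hochberg adjusted p-value under 0.05 was taken as the threshold. Ranks remove differences in depth between lists only in part, since a region that a sample does not call is set to 0.

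The steps were tested on simulated data in which a known set of regions was gained or lost, and in which regions changed from a median height. limma called nearly all of the regions that were gained or lost and a minority of those that changed from the median height. The simulated lists differed only by depth, treatment and sampling, and gained or lost regions stood well above the calling floor when open. The share that limma finds in the deposited lists, whose lengths differ more widely, cannot be read from this. By presence, more unchanged than changed regions were called, so that a count by presence holds regions that differ only by sampling at the threshold. Only a small part of the simulated regions was changed, and this balance depends on that setting. The simulation with regions gained or lost was added after the other had been run.

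RAR sites were taken from Table S4, on the 11 chromosomes that the available text lists completely, with a score above 50. The text of Tables S7 and S8 is also shortened. Sets of regions were compared with RAR sites by Fisher's exact test, two-sided, against regions called in at least 1 sample of both conditions. Confidence intervals of 95% are Wilson intervals and cover counting only. Means of 3 samples were compared by exact permutation tests, and correlations by 100000 permutations. The correlation between RA-regulated genes and RA-induced regions used the genes with at least 1 listed peak of Table S8 within 250 kb on its 14 complete chromosomes. Genes without a listed peak had to be left out, since their chromosome is not known, and this departs from the plan to use every RA-regulated gene.

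Every gene that the paper names for the ATAC-seq data was treated where the available text of its tables gives a position on Zv9. A part of these genes is reported. In addition, the 5 regions per direction with the smallest limma adjusted p-value were named for DMSO against NE and for RA against DMSO. The genes foxa2, nkx6.1, hnf4g, sox17, gata4, pdx1, insm1a, rfx6 and neurod1 have no position in the available text of the tables and were left out. Motifs and the distance of all peaks to genes were not analysed here, since no sequence or annotation of Zv9 was used.

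Alternatives were a −log10(q) of at least 3, the same number of peaks (51301) in every list, merging within 100 bp, calls that cover 50% of a region, chromosomes 1 to 25 alone, no filter on the number of samples, ranks of −log10(q), the replicate number as a block, other definitions of RAR sites and RA-induced regions, and leaving out each sample in turn.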

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

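The test with lists of the same length and the comparison of shares by Fisher's exact test were chosen only after the result was seen, and the comparison with other groups of samples before.

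The paper sets single RAR sites, such as that of mnx1, against NE cells, and its text gives no count of the RAR sites accessible in NE cells alone. Of the 1150 RAR sites with a score above 50, 19 were called in the 3 NE samples and in no endodermal sample (1.65%), which is a signal at sites outside those that the paper discusses for NE cells. The NE lists hold more peaks at the median than the RA and BMS493 lists, so that their length could give such a count. With the same number of peaks in every list, the count was 24. The number of sites that a group of 3 samples has to itself was also counted for the 64 groups with 1 sample of each replicate number, NE among them. As many sites as in NE were found in 1 of 64 groups, NE itself. The next, the RA samples, had 9 sites, or 3 with lists of the same length. NE also had the most of all regions to itself, with 3446 against 756 for the next group, so that this comparison shows that NE differs and nothing particular to RAR sites. Among regions called in NE and not DMSO, 45 of 2419 (1.86%) overlapped a RAR site, as against 1.88% of the regions called in both (odds ratio 0.989, Fisher's exact test, two-sided p = 1). The share was 3.64% with lists of the same length (odds ratio 1.34, Fisher's exact test p = 0.0421). Other sources of such sites, such as a mixed sample, were not tested. The RAR sites come from whole gastrulae injected with mRNA of a tagged RARaa, of which endodermal cells are a part. A hypothesis is that some of the sites are accessible in non-endodermal cells alone, and it was found and tested on the same data.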

How the results depend on the processing

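No test in this part was chosen only after a result was seen, apart from the alternatives named as such. The other alternatives were set before the data were examined. Apart from single named sites and the share of RA-repressed regions at RAR sites, of all values recomputed under an alternative, 218 kept their direction and side of the threshold or stayed within their limits, 124 moved, 4 were stronger, 3 weaker and 1 reversed. Among the values that kept their side are exact tests of at most 3 samples against 3, whose p cannot fall under 0.1. Only their direction could have changed, and for the authors' own listed peaks it was set by their choice. The tally is therefore no measure of robustness for these tests. For the values that changed, the cause was not tested. All 21 results under the stricter q-value, all 14 under merging within 100 bp and all 14 on chromosomes 1 to 25 stayed within these limits. Of the 84 counts of samples that call a named RAR site, recomputed with the stricter q-value and with lists of the same length after seeing the data, 72 stayed within the limit set for counts, though single samples gained or lost a call, and 12 moved beyond it. Of limma's p-values for RA at these sites, from lists of the same length after seeing the data, 43 stayed on their side of the threshold, 18 passed it only with these lists and 1 reversed its direction, that of the hoxb3a site that starts at 24034415 against DMSO (limma adjusted p = 1).

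With the same number of peaks in every list, the union held 111099 regions. By presence, 3621 regions were called in DMSO and not NE, 3723 in NE and not DMSO, 1035 in DMSO and not RA, 1839 in RA and not BMS493 and 504 in DMSO and BMS493 and not RA. By limma, 4508 regions ranked higher in DMSO than NE, 1062 higher and 518 lower in RA than DMSO, 1702 higher and 1068 lower in RA than BMS493, and 0 lower in BMS493 than DMSO (1512 at an unadjusted p-value under 0.05). The counts by presence and their balance between directions thus depended on whether the lists had the same length. When peaks had to cover 50% of a region, 1400 regions were called in DMSO and not NE, 333 in DMSO and not RA, 169 in DMSO and not BMS493, 630 in endoderm and not NE and 103 in DMSO and BMS493 and not RA. Regions called in at least 2 samples numbered 156613, and 156604 with merging at 2 bp of overlap, which was chosen after seeing the data.

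Without a filter, limma ranked 3915 regions lower in DMSO than NE, 0 higher and 1 lower in RA than DMSO (6112 and 3237 at an unadjusted p-value under 0.05), 173 higher and 55 lower in RA than BMS493, and 1 higher and 3 lower in BMS493 than DMSO. With ranks of −log10(q), 32 regions were higher and 14 lower in RA than DMSO, 519 higher in RA than BMS493 and 0 lower in BMS493 than DMSO (1330 unadjusted).

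Same-numbered samples deviated from their group means with a mean correlation of 0.0073 over all 18 pairs. The mean was 0.129 between DMSO and BMS493 and −0.0739 between DMSO and RA, over 3 pairs each. With the replicate number as a block, limma called 0 regions higher and 1 lower in RA than DMSO (5791 and 3350 unadjusted), 379 higher and 76 lower in RA than BMS493 and 0 lower in BMS493 than DMSO (1275 unadjusted). With the numbers of the list headers, chosen after seeing the data, 1558 regions were higher and 3874 lower in DMSO than NE, 0 higher and 1 lower in RA than DMSO (5161 and 2799 unadjusted), 0 higher and 1 lower in RA than BMS493 (6627 and 3766 unadjusted) and 0 lower in BMS493 than DMSO (1030 unadjusted).

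The share of RA-induced regions at a RAR site fell just under its background of 1.895% with limma's regions, at 1.835% (odds ratio 0.968, Fisher's exact test p = 1), which is the value that reversed apart from that site. With limma's regions from lists of the same length, chosen after seeing the data, it was 9.19%. It was 9.975% for the induced peaks that Table S8 lists and 11.4% with all listed RAR peaks as well, both chosen after seeing the data. The share of RA-repressed regions, with alternatives also chosen after seeing the data, passed the threshold with lists of the same length (1.11%, Fisher's exact test p = 0.0373) and not with limma's regions. Spearman's rho of fold change and number of regions was 0.409 for genes with at least 1 region and 0.197 with limma's regions. It was 0.215 with all peaks that Table S8 lists and 0.395 for upregulated genes with at least 1 region, both chosen after seeing the data.

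Across the fits that each left out 1 sample, the union held from 227514 to 244681 regions. By presence, from 2461 to 9127 regions were called in DMSO and not NE, 5963 to 11222 in NE and not DMSO, 1755 to 4146 in RA and not DMSO, 803 to 5981 in DMSO and not RA, 3506 to 5983 in RA and not BMS493, 1732 to 3966 in BMS493 and not RA, 300 to 1727 in BMS493 and not DMSO, 408 to 4374 in DMSO and not BMS493, 3468 to 6653 in NE and not endoderm, 1093 to 1811 in endoderm and not NE, 1146 to 2606 in RA and not DMSO or BMS493 and 295 to 1121 in DMSO and BMS493 and not RA. By limma, in the fits without a sample of the groups compared, from 1448 to 5345 regions ranked higher and 1935 to 5045 lower in DMSO than NE, 0 to 94 higher and 1 to 240 lower in RA than DMSO, 1 to 351 higher and 1 to 422 lower in RA than BMS493, and 0 to 5 higher and 0 to 7 lower in BMS493 than DMSO. The 0 for RA above DMSO came without RA replicate 2 (3895 unadjusted) and replicate 3 (5227 unadjusted). The 0 above DMSO for BMS493 came without each BMS493 replicate (1655, 672 and 1119 unadjusted), and the 0 below it without DMSO replicate 2 (738 unadjusted) and replicate 3 (431 unadjusted). Leaving out any NE or BMS493 sample, all of which are in the same fit, also gave 0 regions higher in RA than DMSO (5176 to 5398 unadjusted). Leaving out any NE or RA sample likewise gave 0 regions higher and 0 lower in BMS493 than DMSO (822 to 912 and 1009 to 1155 unadjusted). Over all 12 fits, the highest counts rose to 5734 lower in DMSO than NE without BMS493 replicate 2, and to 1333 higher and 499 lower in RA than BMS493 without DMSO replicate 1. The share at RAR sites ranged from 2.70% to 4.13%, and 3 of 6 fits were no longer past the threshold. The difference in the Jaccard index (0.0318 to 0.0548), the RA minus DMSO share of RAR sites called (3.57 to 16.1 points) and the differences at Table S7 (65.5 to 75.1 and −76.8 to −61.6 points) and Table S8 peaks (64.01 to 68.2 and −64.04 to −53.3 points) kept their direction.

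The 6 motif results, the share of peaks within 1 kb of a TSS and their alternatives were not run, since no Zv9 sequence or annotation was used here.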

Differences from the paper's values

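No test in this part was chosen only after a result was seen, apart from the alternatives named as such. The union held 245646 regions against the paper's 156604. The 5 alternatives set before the data were examined that changed the peaks or regions, among them regions called in at least 2 samples (156613), and leaving out NE replicate 2 (227514) or NE replicate 3 (234632) came within the limits, and leaving out any of the other 10 samples did not. With merging at 2 bp of overlap and at least 2 samples, chosen after seeing the values, the union held 156604.

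By presence, 2274 regions were called in DMSO and not NE against the paper's 9722 that were more accessible in endoderm. None of the alternatives set before the data were examined closed the gap apart from leaving out DMSO replicate 1 (9127). In the other direction, 5814 regions stood against the paper's 12974, and the gap closed without NE replicate 1 (11222), NE replicate 3 (10848) or DMSO replicate 3 (9338) and under no other of these alternatives. By limma, the counts were 2748 and 6239 against the paper's 9722 and 12974, and no alternative closed either gap.

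For RA against DMSO, limma called 246 regions higher and 46 lower against the paper's 1240 and 749. Of the alternatives set before the data were examined, lists of the same length closed both gaps (1062 and 518) and the others did not. By presence, 1684 and 625 regions did not differ from these values by the same limits. For RA against BMS493, limma called 794 and 167 regions against the paper's 3277 and 1762, and no alternative closed the gaps. The counts by presence, 2988 and 1418, did not differ by the same limits.

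Of the RA-induced regions, 4.11% lay at a RAR site against the paper's 11%. No alternative set before the data were examined closed the gap. It closed under 3 alternatives chosen after seeing the values: limma's regions from lists of the same length (9.19%), the induced peaks of Table S8 (9.97%) and those with all listed RAR peaks (11.4%). Of the RAR sites with a score above 50, 2.52% were called in the 3 RA samples and in no DMSO sample against the paper's 10% with increased accessibility, and with lists of the same length it was 2.87%. These measures are unlike. The paper compared read density, while presence leaves out any rise at a site already called in a DMSO sample. The shares by presence therefore do not contradict those of the paper.

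Spearman's rho of fold change and number of RA-induced regions was 0.141 against about 0.37 in Fig. 6E, read by eye. Fig. 6E holds genes induced by RA alone, while the 0.141 is over 83 upregulated and 22 downregulated genes. Of the alternatives set before the data were examined, the one with genes that have at least 1 region closed the gap (0.409) and the other 3 did not. Of the alternatives chosen after seeing the values, the upregulated genes with at least 1 region (0.395) also closed it. The others did not, among them all 83 upregulated genes (0.0168) and these genes with all induced peaks that Table S8 lists (0.161). The mean number of tags per sample was 23.4 M against the paper's 40 M reads, for which no alternative was set. The tags are those that MACS2 read after alignment, so that they do not count the same as sequenced reads.

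The paper states that replicates cluster tightly. DMSO replicates had a mean Jaccard index of 0.457, lower than the 0.519 between DMSO and BMS493 samples. With lists of the same length, these values were 0.598 and 0.605, and replicates of NE, RA and BMS493 had 0.5995, 0.604 and 0.601. In Fig. 6B the variance on components 2 and 3 is about 3% and about 1%, read by eye. There, component 2 parts NE from endoderm and component 3 parts RA. In the calls, NE was parted on component 1 (19.5%) and RA on component 3 (10.4%), while component 2 (16.5%) did not part the conditions. Calls hold presence alone, so that these shares of variance need not be comparable with those of Fig. 6B. The paper states that RAR sites do not lose accessibility with RA. With RA, 2 RAR sites were called in the 3 DMSO samples and in no RA sample, and 5 with lists of the same length. Presence also counts sites close to the threshold for a peak. Of the regions that limma ranked lower in RA, chosen for this after seeing the values, 0 of 23 lay at a RAR site, which is no difference from the paper, and 3 of 230 with lists of the same length. The paper places the mnx1 RAR site in a region that is nucleosome-free in endoderm alone, and all 3 NE samples called it. The paper gives RAR sites near dhrs3a, cyp26a1, cyp26b1 and insm1b as RA-induced. limma adjusted p-values for RA against DMSO were 0.22 or more at those near dhrs3a, cyp26a1 and insm1b, while 2 sites of cyp26b1 passed the threshold (0.028 each). Table S8 selects its peaks by RA against BMS493. In that comparison 3 dhrs3a sites (0.0257 to 0.0416) and 1 cyp26a1 site (0.0434) also passed, and the insm1b sites did not (0.33 or more). As an alternative chosen after seeing the values, limma at these sites was also read from lists of the same length, and sites of all 4 genes passed against DMSO, among them those of dhrs3a (0.00207 to 0.00918), 2 of cyp26a1 (0.0149 and 0.034) and 2 of insm1b (0.0188 and 0.048).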

Other observations

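The height-matched draws and the splits for the share called in NE were chosen before their results were seen, and the other tests of this part only after the result was seen.

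The counts past limma's threshold were compared with those of other splits of the same 6 samples. In 4 of the 10 splits, all same-numbered samples stand on opposite sides, and the real split is 1 of these. For DMSO against NE (8987 regions), RA against DMSO (292) and RA against BMS493 (961), 1 of 4 splits gave as many, the real one, and the others gave at most 1, 162 and 2. In the other 6 splits, where some same-numbered samples share a side, the counts were at most 16, 3 and 2. For BMS493 against DMSO (1 region), 4 of 4 splits gave as many, and the others at most 3, or 114 in the 6 remaining splits. With 3 samples against 3 the real split is always counted and the share of splits cannot fall under 0.1. The number of splits therefore cannot tell these counts apart from the grouping of the samples, however far they lie from those of the other splits, and it is no sign that the conditions do not differ.

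By presence, the same comparison gave 1 of 4 splits for DMSO against NE (8088 regions, 2198 at most in the others) and for RA against BMS493 (4406, 2913 at most). In the 6 remaining splits the counts were at most 4994 and 3136. For RA against BMS493, 1 of these 6 splits had more regions (2996) than the 2988 called in RA. None of them reached the 1418 called in BMS493. With lists of the same length, no other split reached the real one in either direction. For RA against DMSO (2309 regions), 2 of 4 splits gave as many, and the split with RA replicate 1 beside DMSO replicates 2 and 3 gave 5929. By direction, 3 of 4 splits gave as many as the 1684 regions called in RA, and 1 of 4 and 3 of the 6 remaining splits as many as the 625 called in DMSO. That split parts the 3 longest of the 6 lists from the others, so that list length and condition cannot be told apart in this count. In the 6 remaining splits of the deposited lists the counts were at most 1628. The real split gave 2382 with lists of the same length, the next 1138 and the 6 remaining splits at most 788. For BMS493 against DMSO (527 regions), 4 of 4 splits gave as many, and the 6 remaining splits up to 6555. Regions parting NE from endoderm (4535 regions) had 1 of 64 splits with as many, the real one, and the next gave 864. Regions parting RA from DMSO and BMS493 (1407) had 1 of 27, but the next, with DMSO replicate 1 in place of RA replicate 1, gave 1298, or 325 against 1426 with lists of the same length. By direction, the deposited lists gave as many as the 1126 regions called in RA in 2 of 27 splits and as many as the 281 in the other direction in 3 of 27, against 1 of 27 each with lists of the same length.

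Regions called in DMSO and not NE held few RAR sites, 4 of 944 (0.424%) against 1.88% of the regions called in both conditions (odds ratio 0.222, Fisher's exact test, two-sided p = 0.000201). The 4 sites were picked out after their values were seen. They start at 4683829 on chromosome 1, at 28802764 on chromosome 10 and at 12283000 and 40942598 on chromosome 11. Longer NE lists could remove such regions, but with lists of the same length the odds ratio was 0.48 (Fisher's exact test p = 0.000406). Lower peaks could also hold fewer sites. Shared regions matched on height had a mean share of 2.215% (95% of 1000 draws 1.38 to 3.18), and 0 of 1000 draws were as low as observed, or 2 of 1000 with lists of the same length. The draws treat regions and not samples as units, and other splits of the samples were not examined. The RAR sites come from whole embryos, of which endodermal cells are a part, so that sites bound in endoderm alone may have been missed. Neither comparison can tell this apart from a true scarcity. A hypothesis is that listed RAR sites are seldom in regions accessible in endoderm alone.

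The share of RAR sites called rose from BMS493 over DMSO to RA when every list had the same length, with a Pearson r of 0.8967 with this order over 9 samples (exact one-sided permutation test, p = 0.00119, rho 0.896, exact permutation p = 0.00179). In the deposited lists, r was 0.549 (exact permutation p = 0.0655) and rho 0.580 (exact permutation p = 0.0637). DMSO exceeded BMS493 by 2.78 points (exact two-sided permutation test, p = 0.2), so that the order rests mainly on RA. A difference between lists at any region of this height could give the same. Regions without a RAR site, matched on mean rank, differed between RA and BMS493 by −0.876 points on average, against 16.0 points at RAR sites. Between DMSO and BMS493, such regions differed by 0.204 points on average (95% of 1000 draws −1.39 to 1.86), against 3.88 points at RAR sites. These draws treat sites and not samples as units. The embryos of the ChIP-seq were given RA before fixation, so that sites open with RA may be favoured among the RAR sites. Draws matched on rank cannot remove such a selection, and part of the difference may come from it. That RAR sites become accessible in more RA samples may be a local effect of RA, as a hypothesis found and tested on the same data.

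Of the RA-repressed regions, called in DMSO and not RA, 55.0% were called in at least 2 NE samples, against 24.0% of the RA-induced regions (Fisher's exact test, two-sided p = 1.72e-43) and 69.9% of the regions called in both conditions. With lists of the same length the difference was 25.305 points. RA-induced regions matched on height were called in NE at 23.704% on average. Of the 4 splits that part same-numbered RA and DMSO samples, 1 gave as large a difference, the real one (30.99 points, 21.4 for the next), and the other 6 gave 3.27 to 20.9 points. As 3 samples against 3 allow no smaller share, the difference cannot be told apart from the grouping of the samples.

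The region on the scaffold Zv9_NA126 from 39305 to 39670 was singled out after its values were seen, as the region with the smallest adjusted p-value between RA and DMSO (limma adjusted p = 2.7e-06). All 9 samples outside RA called it, with a mean rank of 99.6 ± 0.338 (SD, n = 9). With a strain or clutch variant against the reference in the RA embryos, more regions near the top of the lists could be lost from the RA samples alone. With a mean rank of at least 90, 1 region was absent from the RA samples alone, this one, and 44 were absent from NE alone. Other peaks within 5 kb numbered 4.33 on average in RA and 5.33 in DMSO. The lists hold no sequence, so that a variant of the strain or clutch cannot be told apart from an effect of RA.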
